# BMAL1 modulates senescence programming via AP-1

**DOI:** 10.18632/aging.205112

**Published:** 2023-10-10

**Authors:** Sarah K. Jachim, Jian Zhong, Tamas Ordog, Jeong-Heon Lee, Aditya V. Bhagwate, Nagaswaroop Kengunte Nagaraj, Jennifer J. Westendorf, João F. Passos, Aleksey V. Matveyenko, Nathan K. LeBrasseur

**Keywords:** AP-1, circadian clock, cellular senescence, senolytic, transcription regulation

## Abstract

Cellular senescence and circadian dysregulation are biological hallmarks of aging. Whether they are coordinately regulated has not been thoroughly studied. We hypothesize that BMAL1, a pioneer transcription factor and master regulator of the molecular circadian clock, plays a role in the senescence program. Here, we demonstrate BMAL1 is significantly upregulated in senescent cells and has altered rhythmicity compared to non-senescent cells. Through BMAL1-ChIP-seq, we show that BMAL1 is uniquely localized to genomic motifs associated with AP-1 in senescent cells. Integration of BMAL1-ChIP-seq data with RNA-seq data revealed that BMAL1 presence at AP-1 motifs is associated with active transcription. Finally, we showed that BMAL1 contributes to AP-1 transcriptional control of key features of the senescence program, including altered regulation of cell survival pathways, and confers resistance to drug-induced apoptosis. Overall, these results highlight a previously unappreciated role of the core circadian clock component BMAL1 on the molecular phenotype of senescent cells.

## INTRODUCTION

Aging is associated with the emergence of multiple biological hallmarks, representative of diverse forms of molecular damage or alterations in fundamental cellular processes. Although distinct, there is clear evidence for their interactions. Studies of the interplay between such hallmarks are expected to advance the understanding of aging biology and, potentially, yield new opportunities for therapeutic intervention.

Two mechanisms of aging that markedly impact cellular health and function are cellular senescence and circadian dysregulation. Cellular senescence is a state of stable growth arrest which occurs in response to a variety of stressors, including DNA damage, telomere dysfunction, and oxidative stress [1]. Cell cycle arrest is initiated and maintained through the p53/p21 pathway and/or the p16^INK4a^ pathway, which prevent CDK4- and CDK6- mediated inactivation of retinoblastoma protein (Rb) to block cell cycle progression [2, 3]. Senescent cells accumulate with advancing age and commonly present with altered morphology [4], increased senescence-associated β-galactosidase (SA-β-Gal) activity [5], chromatin reorganization [6, 7], a robust secretome (referred to as the senescence-associated secretory phenotype (SASP)), and resistance to apoptosis [8–10].

Circadian rhythms are ~24-hour biological oscillations which evolved in response to predictable environmental changes [11]. Cells contain highly conserved molecular circuits comprised of transcriptional-translational feedback loops which drive ~24-hour oscillations of core circadian clock components. In the positive feedback loop BMAL1 and CLOCK heterodimerize and drive transcription of genes with E-box enhancer elements [12–14], including *Period* (*Per1, Per2, Per3*) and *Cryptochrome* (*Cry1, Cry2*) genes. PER and CRY heterodimers drive the negative feedback loop by translocating back into the nucleus and repressing their own transcription through interaction with BMAL1: CLOCK [11, 15]. BMAL1: CLOCK also drives transcription of retinoic acid-related orphan nuclear receptors REV-ERB (α, β) and ROR (α, β) which regulate transcription of *Bmal1* (the gene coding for BMAL1) via ROR response elements [16]. BMAL1 is the only non-redundant clock gene, indispensable for the generation of circadian rhythms [14] and is considered a master regulator of the circadian clock [17]. In addition, BMAL1 is a pioneer transcription factor (TF) that rhythmically controls chromatin accessibility and thus affects the activity of other TFs [18].

Experimental models with accelerated accumulation of senescent cells exhibit clinical manifestations of aging, including shortened lifespan, loss of fat and muscle, and organ dysfunction [19–21]. Correspondingly, genetic, and pharmacological elimination of senescent cells improves tissue structure and function in diverse models of age-related diseases [22]. The loss of BMAL1 in mice results in reduced lifespan and an acceleration of age-associated phenotypes, including sarcopenia, subcutaneous fat loss, and cataracts [23, 24]. Interestingly, while the loss of BMAL1 and other circadian genes is well documented in aging [25, 26], and while pharmacological interventions which restore circadian rhythmicity promote healthy aging [27, 28], few studies have investigated the relationship between senescence and circadian regulation. BMAL1 has been linked to many senescence-associated pathways, including redox regulation, nutrient metabolism, and genotoxic stress-response [29]. Moreover, recent studies have suggested BMAL1 rhythmicity is altered in senescent fibroblasts and exhibits a prolonged period and delayed phase [30, 31]. Taken together, this suggests that BMAL1 may influence senescence programming, however the mechanisms have not been explored.

Here, we examine the circadian clocks and molecular phenotypes of non-senescent and senescent cells, with and without BMAL1. Through integration and analysis of RNA-seq and BMAL1-ChIP-seq data we show that senescence alters the rhythmicity and binding of BMAL1, and that BMAL1 plays an important and previously unappreciated role in AP-1 regulation of senescence programming, including resistance to apoptosis.

## RESULTS

### Rhythmicity and abundance of core circadian clock components are altered in senescence

To establish a model of senescence, mouse adult fibroblasts (MAFs) were isolated from the ears of C57BL/6 mice and were sham irradiated (control) or x-ray irradiated to induce senescence (Figure 1A). There was a significant increase in key markers of senescence, including altered cellular and nuclear morphology, senescence-associated β-galactosidase (SA-β-Gal) staining, and expression of CDKIs *p16^INK4a^* and *p21* in irradiated cells compared to the control cells (Figure 1B, 1C). To investigate the impact of senescence on circadian rhythmicity, we examined core circadian clock components in senescent and non-senescent contexts. Control and senescent cells were treated with 100 nM dexamethasone to synchronize their circadian clocks [32] and then collected every 6 hours for 48 hours (Figure 1A). Expression of core circadian clock genes *Bmal1*, *Nr1d1*, *Per2*, and *Cry1* were assessed by qPCR (Figure 1D) and the R package MetaCycle [33] was used to determine the rhythmicity of the time course data (Figure 1E, 1F). Compared to control cells, senescent cells had increased expression of *Bmal1*, *Nr1d1*, and *Per2* across the time course, with the most pronounced increases apparent at the peaks of each respective gene (Figure 1D). The amplitude, which is the height of peaks relative to baseline, of *Bmal1*, *Nr1d1*, and *Per2* expression was significantly increased in the context of senescence (Figure 1E). The period, which is the time elapsed during one complete circadian cycle, was increased by ~6 hours in *Bmal1*, and by ~4 hours in *Per2* expression (Figure 1F).

**Figure 1:**
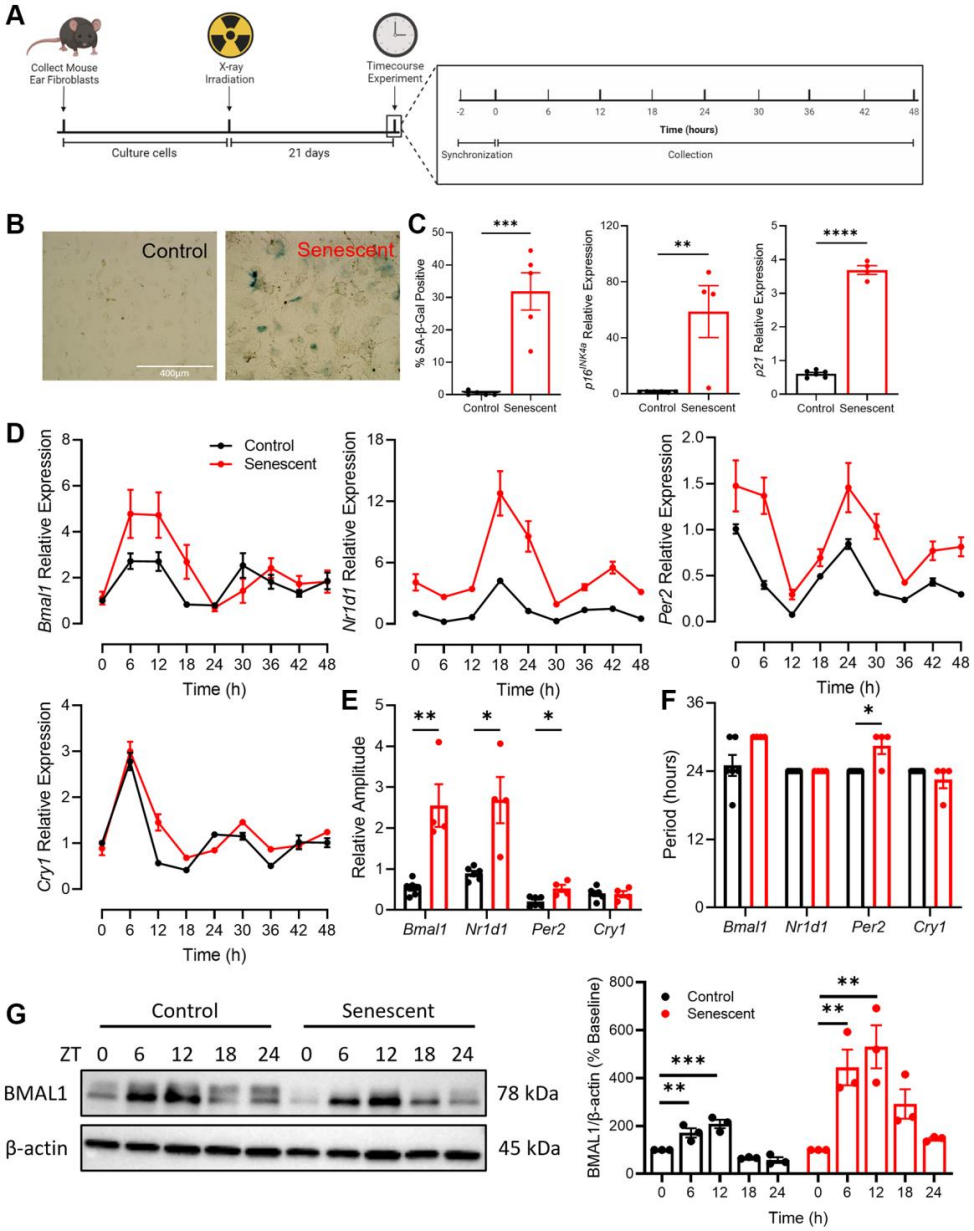
**Rhythmicity and abundance of core circadian clock components are altered in senescence.** (**A**) Experimental outline for collection and culturing of cells, senescence induction and time course experiment. (**B**, **C**) SA-β-gal staining and qPCR for CDKIs *p16^INK4a^* and *p21* in cells isolated from C57/BL6 mice. (**D**) Expression of core circadian clock genes *Bmal1, Nr1d1, Per2*, and *Cry1* in control and senescent cells. (**E**) Quantification of relative amplitude of *Bmal1, Nr1d1*, *Per2*, and *Cry1* in control and senescent cells. (**F**) Quantification of period of *Bmal1, Nr1d1*, *Per2*, and *Cry1* in control and senescent cells. (**G**) Representative western blot and quantification of BMAL1 in control and senescent cells, normalized to β-actin. Data is presented with mean +/− SEM; two-tailed unpaired Student’s *t*-test (**C**, **E**, **F**) and one-way ANOVA tests with Dunnett’s post hoc test for multiple comparisons (**G**) were used with significance indicated as ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001. *n* = 4 replicates for senescent qPCR, *n* = 6 for control qPCR, *n* = 3 replicates for western blots. Scale bar in (**B**) is 400 μm.

To determine if the differences in the *Bmal1* transcript in senescent cells were apparent in the abundance of BMAL1 protein, control and senescent cells were synchronized and collected every 6 hours for 24 hours (Figure 1G). In control cells BMAL1 protein abundance was highest 6- and 12-hours post synchronization (~2-fold increase) and decreased to slightly below baseline at 18- and 24-hours post synchronization, consistent with the pattern seen in the *Bmal1* transcript. In senescent cells, BMAL1 was also highest 6- and 12-hours post synchronization, however we noted a more robust (~5-fold) increase relative to the change observed in the control cells. Moreover, BMAL1 remained elevated at 18 hours in senescent cells before lowering at 24 hours to levels comparable to baseline. These alterations in BMAL1 protein are consistent with the increase in period and amplitude seen in the *Bmal1* transcript in senescent cells and corresponding augmented expression of key BMAL1 target genes (e.g., *Nr1d1* and *Per2*). Taken together, these data demonstrate an interaction between circadian and senescence programs as the abundance and rhythmicity of several core circadian clock components is significantly altered in the context of senescence.

### BMAL1 is localized at AP-1 binding sites in senescence

To study the global role of BMAL1 transcriptional activity in senescence, we synchronized control and senescent cells and collected them for BMAL1 chromatin immunoprecipitation with sequencing (BMAL1-ChIP-seq) 12 hours later (Figure 2A). This time was chosen to align with the highest abundance of BMAL1 protein (Figure 1G). BMAL1-ChIP-seq identified 605 differentially bound regions (logFC>|2|, *P* < 0.05) between control and senescent cells (Figure 2B). Motif analysis identified the two most abundant motifs enriched in senescent cells as the canonical E-box motif CACGTG, which is a known BMAL1 binding site [34] and, unexpectedly, the TGASTCA motif, which is a binding site of the AP-1 transcription factor [35] (Figure 2C). In contrast, there was only slight enrichment of several growth and proliferation associated motifs in control cells relative to senescent cells (Figure 2D). This suggests that while BMAL1 is bound to many genomic regions in healthy cells, this is lost in favor of more narrow binding in senescence with BMAL1 highly enriched at the E-box and AP-1 motifs. Consistent with this observation, gene ontology analysis of target genes identified by BMAL1-ChIP-seq in senescent cells showed an increase in BMAL1 binding to genes that plausibly influence the senescence program, including genes engaged in cell cycle arrest (Kdm6b, Smad3, Nr5a2) and MAPK signaling (Gdnf, Lif, Sall1), as well as a decrease in BMAL1 binding to genes associated with BMP pathway proliferative genes (Runx2, Bmpr1b, Col2a1, Col9a1, Col11a1). (Figure 2E).

**Figure 2:**
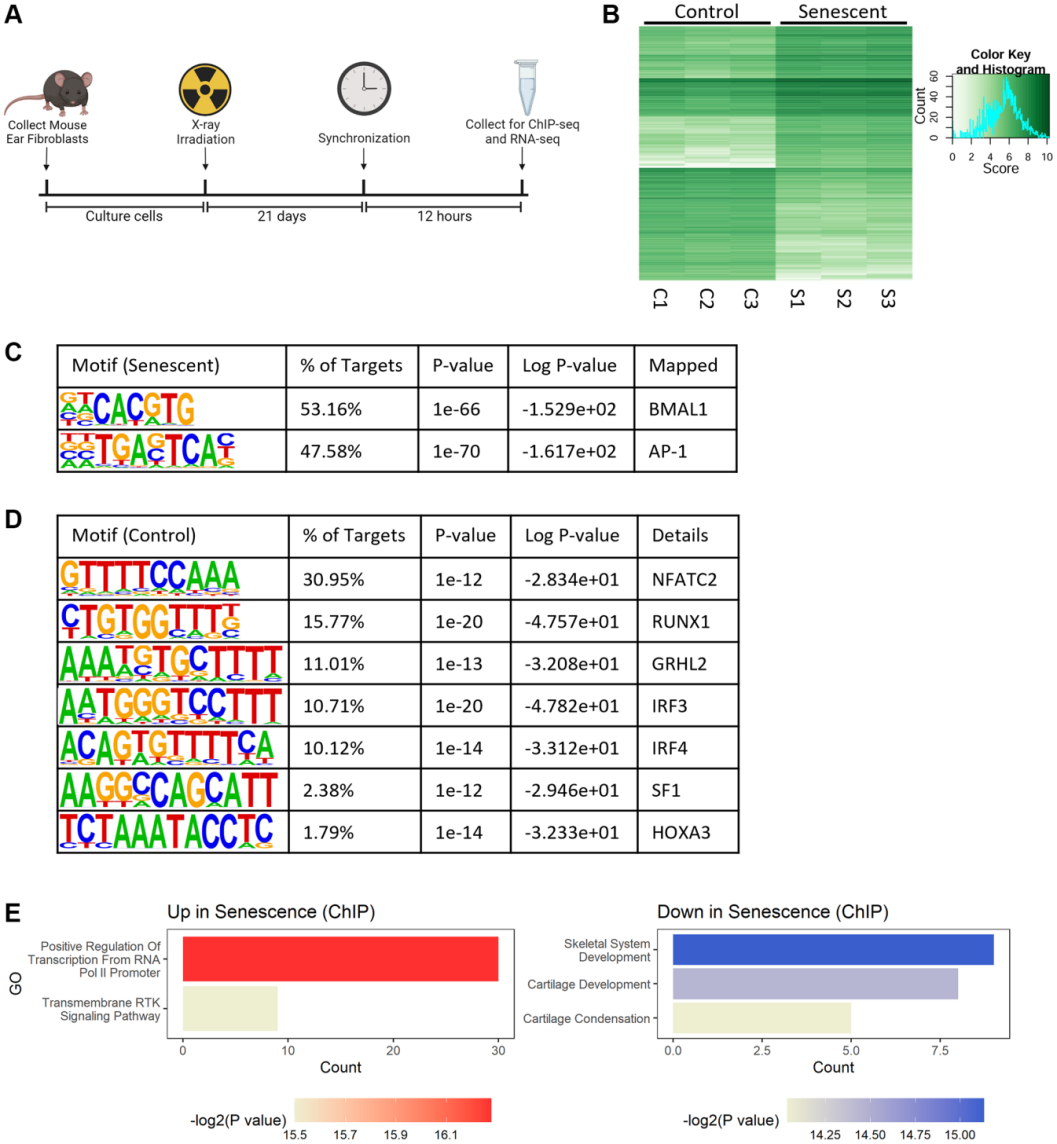
**BMAL1 is localized at AP-1 binding sites in senescence.** (**A**) Experimental outline for collection and culturing of cells, senescence induction and collection. (**B**) Differential binding between control and senescent cells identified by BMAL1-ChIP-seq. (**C**, **D**) Top motifs enriched in senescent cells (**C**) and control cells (**D**). (**E**) Gene ontology of pathways up- and downregulated in BMAL1-ChIP-seq targets in senescent cells. *n* = 3 replicates for BMAL1-ChIP-seq.

Since BMAL1 is highly localized at AP-1 binding sites, we examined whether BMAL1 was directly interacting with AP-1 in senescence. We performed a BMAL1 co-immunoprecipitation on control and senescent cells collected 12 hours post-synchronization (Supplementary Figure 1A). Samples of the flow through, containing soluble proteins not bound to BMAL1, and samples of the elution, containing proteins bound to BMAL1, were collected and half of the samples were subjected to DNase digestion. In both control and senescent cells, c-Jun, a subunit of the AP-1 complex, was detected in samples of the flow through, and not in the elution, indicating that c-Jun protein was not directly bound to BMAL1. Additionally, no differences were detected between samples with or without DNase digestion, suggesting that DNA is not mediating potential binding behavior between BMAL1 and c-Jun. Another mechanism through which BMAL1 can affect cellular processes is by inducing rhythmicity in abundance of downstream targets. To test this, we performed a time course experiment for c-Jun in control and senescent cells post-synchronization (Supplementary Figure 1B) to determine if BMAL1 drives rhythmic behavior of c-Jun protein. We found no statistically significant change in c-Jun protein abundance at any timepoint post-synchronization compared to baseline abundance, in either experimental group (Supplementary Figure 1C), however we did note a significant increase (~2.3-fold) in c-Jun protein levels in senescent cells, in line with the importance of AP-1 in a senescence context (Supplementary Figure 1D). Together these data show that while BMAL1 is localized to AP-1 binding sites in senescence, BMAL1 is not directly binding to AP-1 or inducing rhythmic behavior.

### BMAL1 binding correlates with enriched gene expression in senescence

We next wanted to determine whether the high concentration of BMAL1 binding at AP-1 motifs drives differential gene expression in senescent cells. In addition to the control and senescent cells collected 12 hours post synchronization for BMAL1-ChIP-seq (Figure 2A) we also collected matched samples for RNA-seq. 

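The RNA-seq matched with the BMAL1-ChIP-seq measured polyadenylated RNA in mouse adult fibroblasts (MAFs), primary cells grown out of ear tissue, in 3 control and 3 senescent samples. Senescent cells had received 20 Gy of X-rays and were then kept for 21 days, and control cells were sham irradiated. The cells were grown at 3% oxygen and used between passages 3 and 8. Dexamethasone, a glucocorticoid that brings the clocks of cultured cells into one phase, was present at 100 nM for 2 hours, and RNA was taken 12 hours later, so the values describe a single time point. Stranded libraries were made from 200 ng of RNA and sequenced from both ends over 100 bases. The authors mapped the reads to the mouse genome build mm10 with STAR, counted them on genes with Subread within their MAPRSeq pipeline, and deposited the counts without normalization. The paper's text does not name the strand setting of the counting or the treatment of reads that map to several places, so values of genes with near-identical copies, of overlapping genes and of antisense genes are uncertain.

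The counts cover 43346 genes. Total counts were 50961338, 61747564 and 50288454 in control replicates 1, 2 and 3, with a median of 50961338, and 53792998, 77416645 and 82229553 in senescent replicates 1, 2 and 3, with a median of 77416645. A count of 0 in a library allows up to 3 counts, which corresponds to a group mean of 0.0572 CPM (counts scaled to a fixed library total) in control and 0.0425 CPM in senescent cells. These limits cover counting error alone. Within each group, the libraries of every replicate pair differed by more than the sampling noise, as repeat libraries of 1 culture can also do. All 6 libraries were counted as separate samples because of their labels. The squared differences between the counts of a pair had a median of 1.81 times the value that chance gives for control replicates 2 and 3, and 33.2 times for senescent replicates 2 and 3. Senescent replicate 3 stood farther from the other senescent libraries than these did from each other.

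Counts were scaled for library size and composition with edgeR's TMM method, whose factors lay between 0.968 and 1.03. Genes with too few counts for a test were removed with edgeR's filterByExpr, which kept 17589 genes. Control and senescent cells were compared with edgeR's quasi-likelihood test, in which all genes share information on the spread between replicates. The common biological coefficient of variation was 0.100. Values are given as mean ± SD of TMM-scaled CPM over 3 samples per group. For a single gene, an exact permutation test of 3 samples against 3 cannot give a p below 0.1.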

We identified 3,431 DEGs (fold change >2.0, *P* > 1 × 10^−5^) between control and senescent cells (Figure 3A). 

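With the threshold in the paper's methods, an unadjusted p under 0.05 and a fold change over 2, 5300 of the 17589 tested genes were DEGs. Of these, 3134 were higher and 2166 lower in senescent cells. With an unadjusted p under 1e-05 in place of 0.05, 2685 genes were DEGs, 1454 of them higher and 1231 lower. Without a limit on fold change, 12365 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6360 higher and 6005 lower. In 13253 genes (75.3% of those tested), the 3 control values and the 3 senescent values did not overlap, where chance gives 10%. No overlap was seen in any of the 2685 DEGs of the stricter threshold. By the methods threshold, DEGs higher in senescent cells had a median of 0.275 CPM in control cells, and DEGs lower in senescent cells 14.3 CPM. By the stricter threshold, these medians were 2.03 and 31.6 CPM. The choice that moved the number of DEGs by the methods threshold most was the filter on low counts. When only the 15205 genes with at least 10 counts in every library were kept, 3483 were DEGs, 1724 of them higher and 1759 lower in senescent cells. Without a filter, 7761 genes were DEGs, 5194 of them higher and 2567 lower.

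Among genes with a mean of at least 100 counts, *Ivl*, *Lce1g*, *Tnfsf18* and *Serpinb2* had some of the largest increases. *Ivl* (ENSMUSG00000049128, involucrin) lies on chromosome 3 of mm10 from 92570902 to 92573735. It had 0 counts in every control library and 14.0 ± 0.560 CPM (SD, n = 3) in senescent cells, which is at least 244-fold higher than the limit that 0 counts allow (adjusted p = 2.89e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lce1g* (chromosome 3 from 92750148 to 92752338), a member of a family of similar genes whose reads could have been split between members, was at least 150.4-fold higher. *Tnfsf18*, also with 0 counts in the control libraries, was at least 129-fold higher. *Serpinb2* (chromosome 1 from 107511423 to 107535478) rose from 0.0795 ± 0.0326 CPM to 101 ± 15.5 CPM (SD, n = 3 per group), a log2 fold change of 10.24 with a standard error of 0.22.

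Decreases were ranked among genes with a mean of at least 100 counts, an adjusted p under 0.05 (same edgeR test) and no overlap between the groups. The largest were in *Mxd3*, *Kif14*, *Tk1*, *Spc24* and *Mki67*, with log2 fold changes from -6.78 to -5.94. *Mxd3* (chromosome 13 from 55325168 to 55329758) was at 17.3 ± 1.69 CPM in control and 0.155 ± 0.0308 CPM in senescent cells (SD, n = 3 per group). *Mki67* (chromosome 7 from 135689788 to 135716379), which encodes the proliferation marker Ki-67, was at 589 ± 17.3 CPM in control and 9.60 ± 1.49 CPM in senescent cells, with an adjusted p of 1.73e-08 from the same edgeR test.

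**Figure D1:**
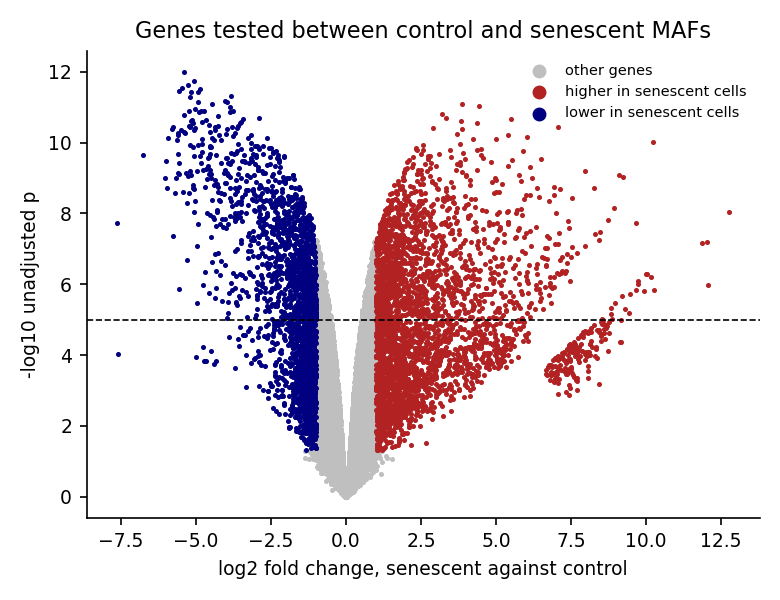
Each point is 1 of the 17589 tested genes. The horizontal axis gives the log2 fold change of senescent against control cells and the vertical axis -log10 of the unadjusted p from edgeR's quasi-likelihood test, with red and blue for the 3134 and 2166 genes that were higher or lower with a fold change over 2 and p under 0.05. The dashed line marks the stricter limit of 1e-05, and the separate band of red points at the lower right holds genes with almost no counts in control cells, whose fitted fold changes are not measured folds.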

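Pathways were examined with gene lists for Wnt, Jak-Stat and chemokine signaling, nucleotide excision repair and the cell cycle, written down for this purpose and not checked against the lists published by KEGG. Each list was compared with all other tested genes by limma's camera test, with a preset correlation between genes of 0.01. The p-values were adjusted by Benjamini-Hochberg over 6 lists tested together, of which 5 are given here. The cell cycle list was lower in senescent cells (adjusted p = 1.55e-05, camera). Of its 119 tested genes, 70 were lower and 24 higher at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the median log2 fold change was -0.43. The nucleotide excision repair list was also lower (adjusted p = 0.0365, camera), with 22 of 43 tested genes lower, 14 higher and a median of -0.25. The chemokine signaling list was higher in senescent cells (adjusted p = 0.00818, camera), with 66 of 134 tested genes higher, 27 lower and a median of 0.25. The Jak-Stat signaling list was higher as well (adjusted p = 0.0365, camera), with 51 of 98 tested genes higher, 34 lower and a median of 0.30. For Wnt signaling, 57 of 131 tested genes were higher and 28 lower, with a median of 0.11, and the list did not pass an adjusted p of 0.05 (0.0582, camera). Adjusted over the list alone, 94 cell cycle, 36 nucleotide excision repair, 93 chemokine, 86 Jak-Stat and 83 Wnt genes differed between the groups. With a correlation between genes estimated from the data, the chemokine list kept its call (adjusted p = 0.0358, camera) and the calls of the cell cycle, nucleotide excision repair and Jak-Stat lists were lost. Under limma's fry test, which compares a list with no change and not with other genes, all 5 lists were called. With 12365 of 17589 tested genes at an adjusted p under 0.05 by the edgeR test, such a call does not set a list apart from other genes.

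Within the lists, the members with the smallest p in the direction of the list gave the following values. *Ccnb2* (ENSMUSG00000032218, chromosome 9 of mm10 from 70407689 to 70421554), which encodes cyclin B2, was at 70.7 ± 0.292 CPM in control and 1.58 ± 0.0877 CPM in senescent cells (SD, n = 3 per group). Its log2 fold change was -5.48 with a standard error of 0.08. *Ccnb1* and *Bub1b* changed by -5.18 and -5.10 on the log2 scale. In the nucleotide excision repair list, *Lig1* (chromosome 7 from 13277283 to 13311433) was at 90.3 ± 2.24 CPM in control and 6.66 ± 0.206 CPM in senescent cells, and *Rfc5* and *Pole* changed by -3.01 and -3.38. *Ccl2* (chromosome 11 from 82035571 to 82037453), a chemokine gene, was at 8.97 ± 0.417 CPM in control and 59.4 ± 1.18 CPM in senescent cells, a log2 fold change of 2.73. *Il11* and *Spry4* of the Jak-Stat list had log2 fold changes of 4.88 and 3.90. In the Wnt list, *Wif1* rose from 0.317 ± 0.0613 CPM to 15.0 ± 0.778 CPM (SD, n = 3 per group), and *Sfrp1* and *Ccnd1* had log2 fold changes of 2.15 and 1.87. The control and senescent values of these genes did not overlap. Higher RNA of a list member does not show that the pathway was more active.

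**Figure D2:**
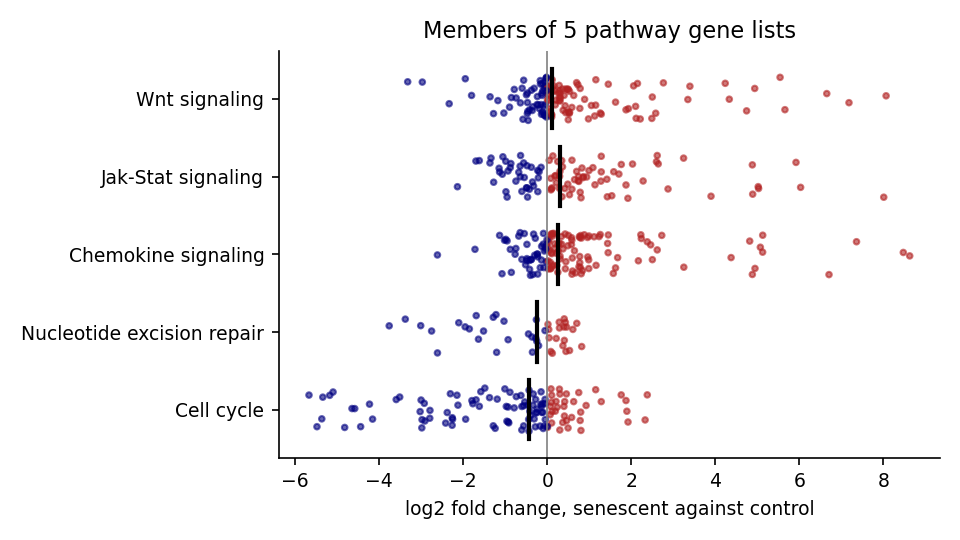
Each point is a tested member of one of the 5 gene lists, placed by its log2 fold change of senescent against control cells on the horizontal axis, in red above 0 and in blue below 0. The black bars are the medians, from 0.30 for Jak-Stat signaling to -0.43 for the cell cycle, and members of every list lie on both sides of 0.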

As expected, KEGG analysis showed significant enrichment of core properties of senescence, including Wnt, Jak-Stat, and chemokine signaling, and decreased enrichment of DNA repair and cell cycle pathways (Figure 3B). Moreover, gene set enrichment analysis (GSEA) showed significant enrichment of the SenMayo gene set, which identifies senescent cells across tissues and species with high fidelity [36], in senescent compared to control cells (Figure 3C). 

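The SenMayo list used for the comparison of control and senescent cells held 118 genes and, like the pathway lists, was not checked against the published list. Of its 100 tested genes, 67 were higher and 26 lower in senescent cells at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 93 genes differed. The fold change exceeded 2 in 50 of the higher and 16 of the lower genes. The median log2 fold change was 1.06, with or without genes near 0 counts set to their lower bound. The list was higher in senescent cells with an adjusted p of 4.24e-05 from limma's camera test. This call held in camera with an estimated correlation (adjusted p = 0.0280). Fry, which does not compare a list with other genes, called it too. A Reactome set for the senescence-associated secretory phenotype, of which 55 genes were tested, gave the other direction in camera without passing the threshold (adjusted p = 0.506), while its normalized enrichment score from fgsea was above 0, at 1.12.

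*Mmp3* (ENSMUSG00000043613, chromosome 9 of mm10 from 7445822 to 7455972), which encodes a matrix metalloproteinase, was at 9.89 ± 0.261 CPM in control and 451 ± 46.1 CPM in senescent cells (SD, n = 3 per group), a log2 fold change of 5.51 with a standard error of 0.10. *Nrg1* (chromosome 8 from 31818028 to 31918203) was at 1.14 ± 0.128 CPM in control and 23.6 ± 0.480 CPM in senescent cells. *Fgf2* (chromosome 3 from 37312519 to 37405377) was at 12.8 ± 0.915 CPM in control and 140.9 ± 7.76 CPM in senescent cells. The adjusted p of these 3 genes lay between 1.24e-08 and 2.63e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.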

Integration of the BMAL1-ChIP-seq and RNA-seq datasets revealed 147 targets which were differentially bound in the BMAL1-ChIP-seq data and differentially expressed in the RNA-seq data (Figure 3D). Motif analysis of targets which were enriched in senescent cells in both datasets identified the CACGTG and TGASTCA motifs, mapping to BMAL1 and AP-1 respectively (Figure 3E), consistent with the binding pattern observed previously (Figure 2C). In contrast, only one target, HMX1, was enriched in both BMAL1-ChIP-seq and RNA-seq of control compared to senescent cells (Figure 3F). Moreover, there was no evidence of increased BMAL1 binding associated with decreased gene expression or decreased BMAL1 binding associated with increased gene expression (Supplementary Figure 2A, 2B). This demonstrates that the presence of BMAL1 at AP-1 binding sites in senescence is associated with increased gene expression.

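*Hmx1* (ENSMUSG00000067438) lies on chromosome 5 of mm10 from 35389108 to 35399730 and encodes a homeobox transcription factor. In the RNA-seq, it had 0, 0 and 1 counts in control replicates 1, 2 and 3 and 3, 2 and 3 counts in senescent replicates 1, 2 and 3. No library exceeded the 3 counts that a count of 0 allows, so no fold is given, and the gene was below the filter for the test. A difference in *Hmx1* RNA in either direction was not detectable at this depth. Fig. 3F lists HMX1 as the name of a motif, and the BMAL1-ChIP-seq values were not analysed here.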

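The RNA values of the genes that the paper names for increased BMAL1 binding in senescent cells went in both directions. *Lif* (ENSMUSG00000034394, chromosome 11 of mm10 from 4257557 to 4272514), which encodes a cytokine, was at 1.47 ± 0.224 CPM in control and 96.6 ± 7.90 CPM in senescent cells (SD, n = 3 per group), a log2 fold change of 6.03 with a standard error of 0.12. *Gdnf* (chromosome 15 from 7811011 to 7837575) rose from 3.40 ± 0.447 CPM to 14.8 ± 1.24 CPM, a log2 fold change of 2.12. *Sall1* (chromosome 8 from 89027248 to 89044162) had 0 counts in the control libraries and 0.404 ± 0.159 CPM in senescent cells, at least 7.06-fold higher. *Kdm6b* (chromosome 11 from 69398508 to 69413675), which encodes a histone demethylase, fell from 48.8 ± 5.04 CPM to 21.2 ± 4.41 CPM, a log2 fold change of -1.20 with a standard error of 0.16 and an adjusted p of 0.000245 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Smad3* (chromosome 9 from 63646767 to 63757994) did not differ between the groups, at 109 ± 2.48 CPM in control and 118 ± 3.01 CPM in senescent cells (adjusted p = 0.111, same edgeR test). It passed the threshold when counts were scaled by library size alone (adjusted p = 0.0173, same edgeR test), with at least 10 counts in every library (0.0315), without senescent replicate 3 (0.00419) or with a term for GC content that was chosen after seeing the data (0.000240), with log2 fold changes from 0.13 to 0.23. *Nr5a2* (chromosome 1 from 136842571 to 136960448) had 1, 0 and 0 counts in the control libraries and 3, 6 and 6 counts in the senescent libraries and was below the filter for the test.

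Of the genes named for decreased BMAL1 binding, *Col2a1*, *Col9a1* and *Col11a1*, which encode cartilage collagens, were lower in senescent cells. They belong to a list of 19 tested chondrocyte markers, of which 18 were lower (adjusted p under 0.05, edgeR's quasi-likelihood test). A loss of chondrocyte-like cells and lower expression in the same cells cannot be told apart here. *Col2a1* (chromosome 15 from 97975602 to 98004695) was at 2717 ± 246 CPM in control and 168 ± 37.3 CPM in senescent cells (SD, n = 3 per group), a log2 fold change of -4.02. *Col9a1* and *Col11a1* had log2 fold changes of -5.06 and -2.91, with standard errors of 0.07 and 0.05. *Runx2* (chromosome 17 from 44495987 to 44814797) changed from 101 ± 1.22 CPM to 84.2 ± 8.80 CPM, with a log2 fold change of -0.27 and an adjusted p of 0.0158 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This call was lost with scaling by library size alone (adjusted p = 0.0582, same edgeR test) and without senescent replicate 1 or 2 (0.0591 and 0.0552), and when the closest replicates were summed, a setting chosen after seeing the data (0.100). *Bmpr1b* (chromosome 3 from 141837136 to 142169425), which encodes a receptor for bone morphogenetic proteins, rose from 8.42 ± 0.752 CPM to 28.9 ± 3.07 CPM, a log2 fold change of 1.78 with a standard error of 0.11 and an adjusted p of 3.31e-06 from the same edgeR test. Adjusted over the list alone, 4 of the 5 tested genes named for increased binding and 5 of the 5 named for decreased binding differed between the groups. The binding values and the genes called in both assays were not analysed here. The paper concludes that, in senescence, BMAL1 at AP-1 binding sites is associated with higher expression. It draws on targets both bound and expressed at higher levels in senescent cells, and on their E-box and AP-1 motifs. It also names HMX1 as the only target in control cells, and reports no evidence of binding and expression in opposite directions.

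**Figure D3:**
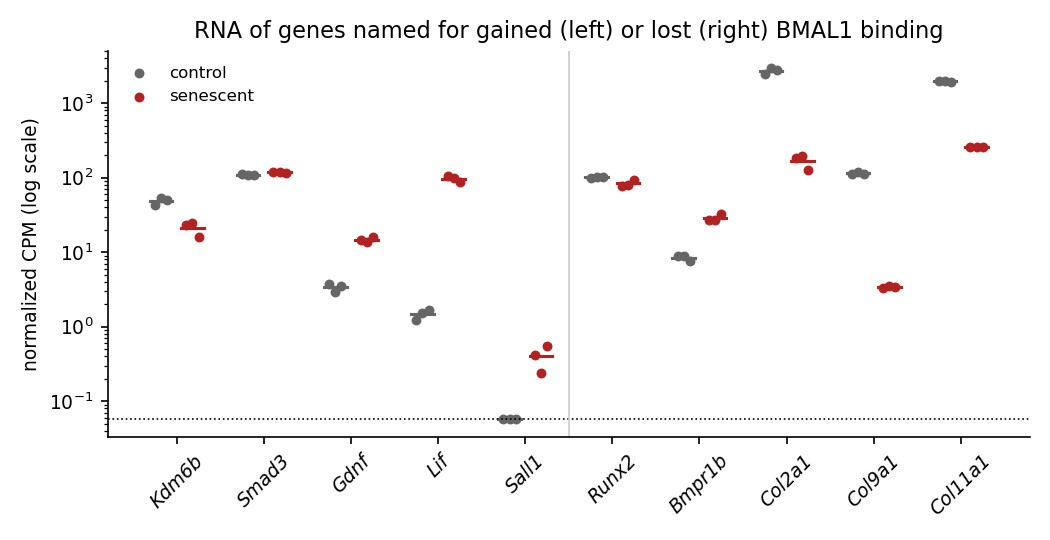
Points are the TMM-scaled CPM of each sample on a log axis, grey for the 3 control and red for the 3 senescent samples, and bars are group means. Genes named for increased BMAL1 binding are left of the vertical line and genes named for decreased binding right of it, and the dotted line marks 0.0572 CPM, where the control values of *Sall1*, all 0 counts, are drawn. *Kdm6b* is lower and *Bmpr1b* higher in all senescent samples than in all control samples.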

**Figure 3:**
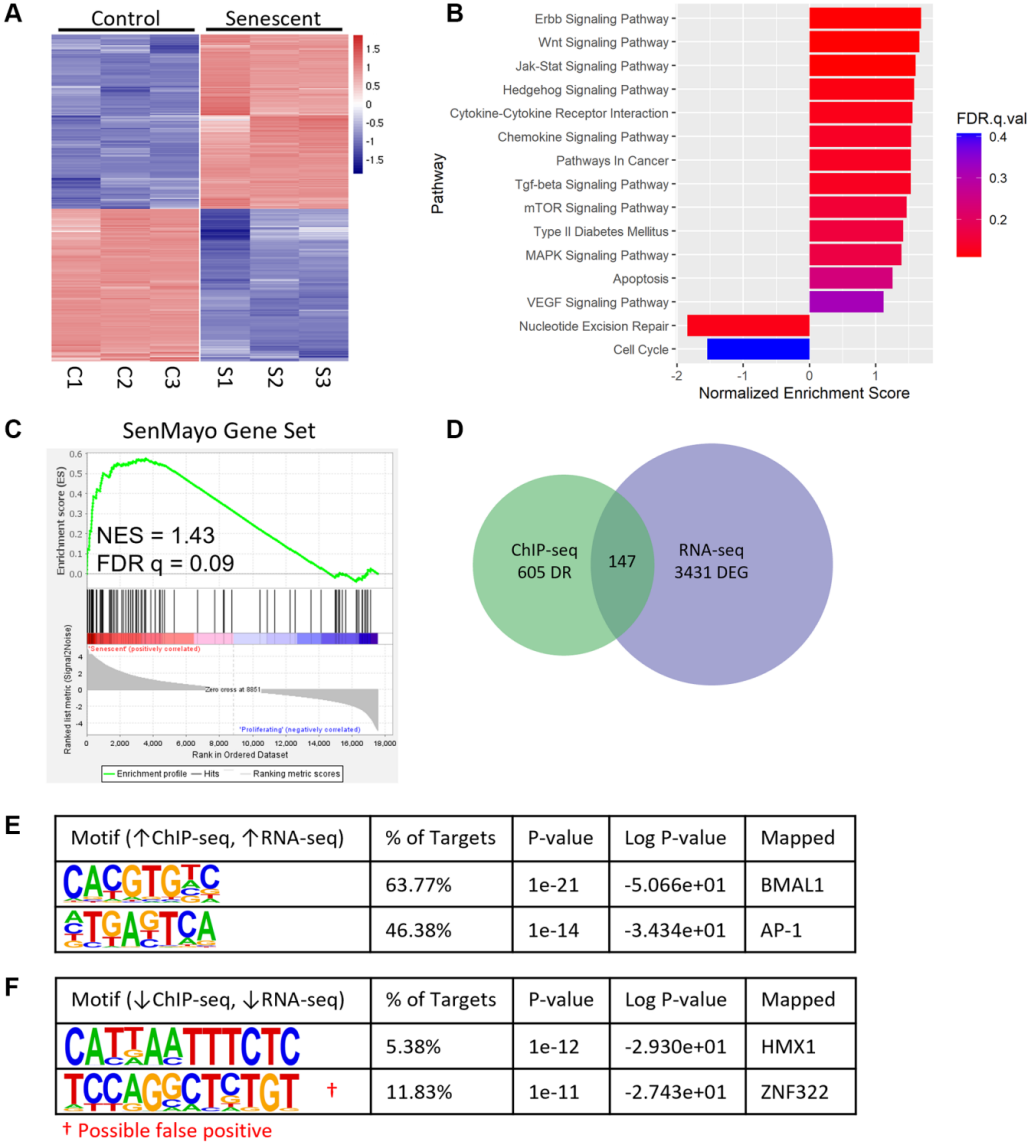
**BMAL1 binding correlates with enriched gene expression in senescence.** (**A**) Heatmap of DEGs from control and senescent RNA-seq. (**B**) Enriched pathways in senescent cells identified by KEGG, negative NES indicates pathways enriched in control cells. (**C**) GSEA enrichment plot of the SenMayo gene set in senescent cells. (**D**) Venn diagram of DEGs from RNA-seq and differentially bound regions from BMAL1-ChIP-seq. (**E**, **F**) Top motifs enriched in senescent cells with increased gene expression (**E**) and enriched in control cells with increased gene expression (**F**). *n* = 3 replicates for RNA-seq, *n* = 3 replicates for BMAL1-ChIP-seq. False positives are indicated with red^†^.

### BMAL1 contributes to AP-1 mediated transcriptional control of the senescence program

The presence of BMAL1 at actively transcribed AP-1 target motifs suggested an important role of BMAL1 in AP-1 dependent transcriptional control of the senescence program, so we next investigated the senescence phenotype in cells deficient in BMAL1. We isolated cells from the ears of *Bmal1*−/− (KO) mice, which are completely arrhythmic and lack a functioning circadian clock [23], and induced senescence and characterized key senescence markers as described above (Figure 1A). We measured increases in SA-β-gal activity and expression of CDKIs *p16^INK4a^* and *p21* in a similar fashion to the WT cells (Supplementary Figure 3A, 3B), demonstrating that cells deficient in BMAL1 were able to initiate senescence programming and exhibit key markers of senescence. We also note the loss of the *Bmal1* transcript and lack of rhythmicity in other core clock components, as anticipated (Supplementary Figure 3C).

To investigate global changes in senescence in the presence and absence of BMAL1, we performed RNA-seq on WT and BMAL1 KO control and senescent cells. PCA analysis showed separation between WT control (WTC) and KO control (KOC) compared to WT senescent (WTS) and KO senescent (KOS) cells, and separation between WTS and KOS cells (Figure 4A), highlighting overall differences in senescence programming between WT and KO senescent cells. Together, WT and KO cells exhibited 3,658 differentially expressed genes (DEGs) (fold change >2.0, *P* > 1 × 10^−5^) in senescent compared to non-senescent states (Figure 4B). These DEGs show distinct expression patterns between the four groups, including genes differentially expressed only in WT or KO senescent cells, and DEGs that are conserved in both (Figure 4C–4E). Gene ontology analysis showed expected changes in senescence-associated pathways, including an increase in immune system processes and Wnt signaling, and a decrease in cell cycle and DNA repair (Figure 4F). To focus on the impact of BMAL1 on the global senescence transcriptome, we further analyzed DEGs unique to KO senescent cells, and not differentially expressed in WT senescent cells. From these targets, we showed changes in several key pathways associated with the senescence program, including increased expression of inflammation response genes (Tlr4, Tnfrsf26, Csf1) and anti-apoptotic and pro-survival genes (Pou3f1, Pou4f1, Alox12), as well as decreased expression of BMP pathway proliferative genes (Sox9, Smoc1, Smoc2), and matrix metalloproteinases (Mmp17, Mmp23, Adamts9, Adamts15) (Figure 4G). Interestingly, no significant pathways or processes were identified from DEGs unique to WT senescent cells (data not shown).

**Figure 4:**
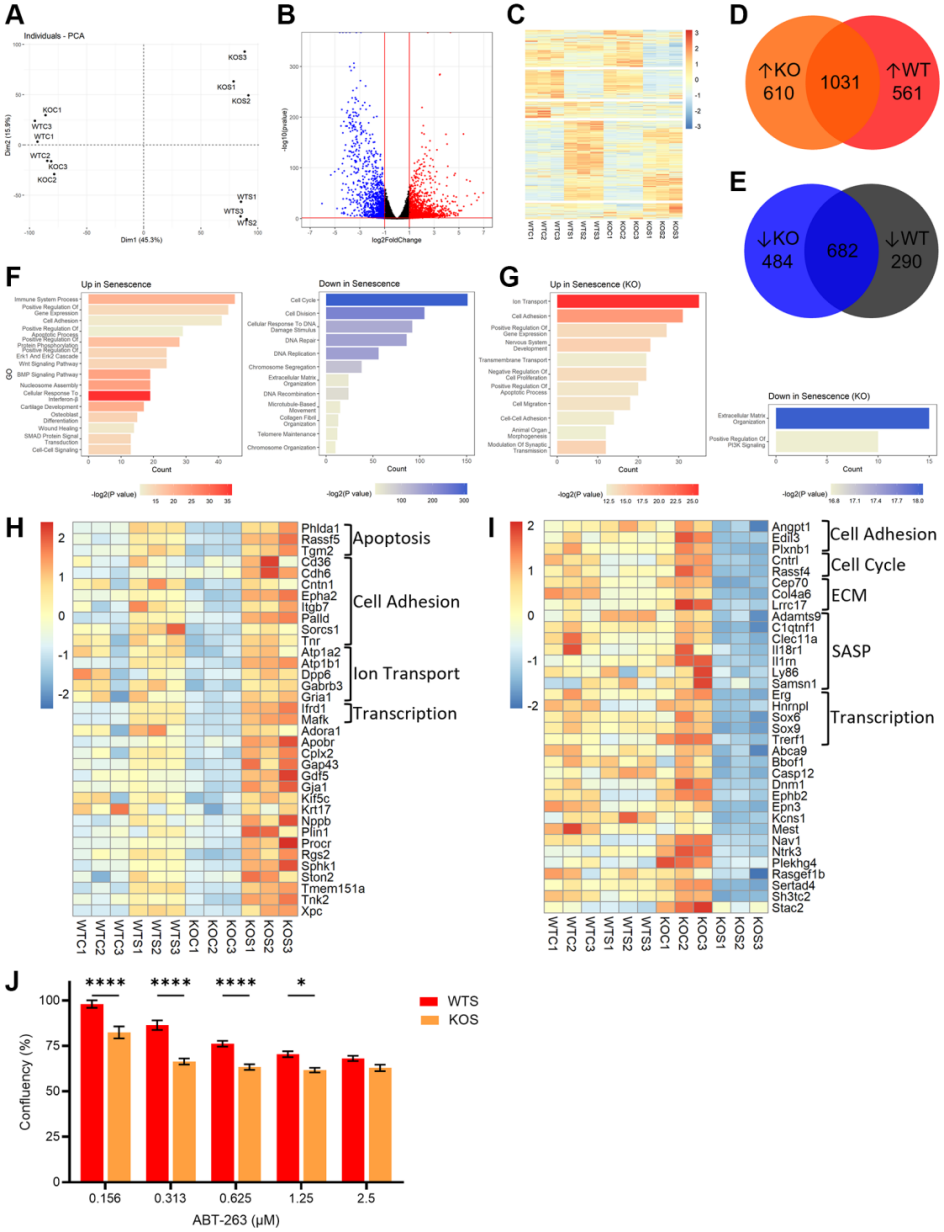
**BMAL1 contributes to AP-1 mediated transcriptional control of the senescence program and confers resistance to apoptosis.** (**A**) PCA plot of control and senescent WT and KO RNA-seq. (**B**, **C**) Volcano plot (**B**) and heatmap (**C**) of DEGs from WT and KO RNA-seq. (**D**, **E**) Venn diagrams of DEGs up- (**D**) and down- (**E**) regulated in WTS or KOS cells. (**F**, **G**) Gene ontology of pathways up- and downregulated in both WT and KO cells (**F**), and only in KO cells (**G**). (**H**, **I**) Heatmap of DEGs which are also AP-1 target genes upregulated (**H**) or downregulated (**I**) in KOS cells. (**J**) Confluence in senescent WT and KO cells after incubation with 0.156 μM, 0.313 μM, 0.625 μM, 1.25 μM and 2.5 μM ABT-263. Data is presented with mean +/− SEM; two-way ANOVA test with Sidak’s post hoc test for multiple comparisons were used (**J**) with significance indicated as ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001; *n* = 3 replicates for RNA-seq. *n* = 16 replicate fields for WTS confluence and *n* = 12 replicate fields for KOS confluence.

We compared a list of AP-1 target genes [37] with our RNA-seq data in WT and BMAL1 KO senescent cells (Supplementary Figure 3D). We identified AP-1 target genes which were differentially expressed in KO senescent cells, but not WT senescent cells (Figure 4H, 4I). This analysis identified upregulation of genes associated with apoptosis and cell adhesion, downregulation of genes associated with the ECM and SASP, and interestingly both up- and downregulation of genes associated with transcriptional activity. This demonstrates that BMAL1 facilitates AP-1 transcriptional activity of senescence-associated targets, highlighting a meaningful role of BMAL1 in transcriptional control of the senescence program.

### BMAL1 confers resistance to apoptosis in senescent cells

Finally, given that senescent cells are resistant to apoptosis, we wanted to evaluate the significance of the BMAL1-dependent transcriptional changes, especially the changes in anti-apoptotic, pro-survival genes. We evaluated the dose response of WT and BMAL1 KO senescent cells to the senescent cell killing (“senolytic”) drug ABT-263 (navitoclax) which inhibits Bcl-2 family members and kills senescent fibroblasts in culture. We plated 5,000 senescent cells per replicate well and used a live cell monitoring system to measure confluence as a readout of senolytic activity. A greater reduction in confluence, indicative of greater senolytic activity, was evident in the KO senescent cells compared to WT senescent cells, at all except the highest dose (Figure 4J). This indicates that BMAL1 mediates the presence of pro-survival Bcl-2 family members and confers resistance to apoptosis in senescence, and the subsequent loss of BMAL1 sensitizes cells to ABT-263-induced cell death.

## DISCUSSION

In this study we discovered that senescence alters the amplitude and period of core circadian clock components, most notably BMAL1, at both a gene expression and protein level. The significance of this observation was confirmed by BMAL1-ChIP-seq, which demonstrated that BMAL1 binding in senescence uniquely and highly localizes to the motifs of AP-1, a pioneer TF previously identified as a key driver of the senescence transcriptome [38]. Correspondingly, integration of BMAL1-ChIP-seq data with transcriptomic data showed that high levels of BMAL1 in senescent cells drives expression of AP-1 target genes linked to DNA damage, growth arrest, and apoptosis resistance, i.e., core features of the senescence program. Moreover, the loss of BMAL1 alters the expression of AP-1 target genes and the transcriptional profile of senescent cells and confers resistance to apoptosis.

Recent work has shown an increased period length of BMAL1 in replicative senescent human lung fibroblasts [30] and in oxidative stress-induced human lung fibroblasts compared to controls [31]. In this study, we demonstrate similar changes in rhythmicity of BMAL1 in primary mouse fibroblasts (Figure 1). The consistency of our observation of increased BMAL1 period with previously reported findings further corroborates that alterations in molecular circadian clocks are a feature of cellular senescence. Given the importance of BMAL1 as a pioneer TF, we were interested in its binding pattern in a senescence context, since we observed changes in the abundance and rhythmicity of BMAL1, and especially considering the altered chromatin landscape in senescence [6, 7].

Recent work has shown that AP-1 is a pioneer TF and is crucial in priming the enhancer landscape in response to stress to ensure sequential activity of transcriptional events driving the senescence program [38]. AP-1 and its superfamily members were identified as pioneer TFs early in initiation of the senescence program, followed by later recruitment of settler TFs including NFY and the RELA subunit of NF-κB. Depletion of AP-1 and c-Jun in senescent cells resulted in a loss of the SASP, stemness, and anti-apoptotic senescence markers, highlighting the importance of this TF family in initiation and maintenance of the senescence program. Our BMAL1-ChIP-seq showed a significant enrichment of the TGASTCA motif, which maps to AP-1, indicating a role of BMAL1 in AP-1 regulation of the senescence program. By integrating BMAL1-ChIP-seq data with RNA-seq data, we determined that BMAL1 binding that is enriched in senescence is also associated with increased gene expression of BMAL1 and AP-1 target genes. By comparing the transcriptome of senescent BMAL1 KO cells to known AP-1 target genes, we demonstrate that BMAL1 is not merely present at sites of AP-1 transcriptional activity, BMAL1 is actively contributing to the AP-1 transcriptional regulation of senescence-associated genes.

We initially hypothesized that BMAL1 could be imparting circadian behavior on AP-1, however our BMAL1 co-immunoprecipitation showed no direct binding activity between BMAL1 and c-Jun, and our time course of c-Jun did not provide evidence of rhythmicity in control or senescent contexts. Together, these findings suggest BMAL1 is not directly regulating the abundance or rhythmicity of AP-1 protein, rather AP-1 transcriptional activity is substantially altered by the presence and activity of BMAL1, potentially through chromatin remodeling, histone modification, or recruitment of other activator or enhancer proteins. Further analysis of chromatin organization and epigenetic markers at AP-1 binding motifs in the presence or absence of BMAL1 will clarify the specific mechanism through which BMAL1 affects AP-1 transcriptional activity in senescence. This novel interaction between BMAL1 and AP-1 provides insight into the regulation of molecular pathways involved in senescence.

Given the importance of the molecular circadian clock in regulating stress responses, including oxidative stress and DNA repair pathways, we, and others, initially hypothesized that the loss of BMAL1 and subsequent loss of circadian rhythmicity would drive increased senescence induction. Initial characterization of *Bmal1−/−* mice demonstrated a reduced lifespan and an acceleration in age-associated phenotypes, including sarcopenia, subcutaneous fat loss, and cataracts [23] as well as increased SA-β-gal staining in multiple tissue types suggestive of an increased senescent cell burden [39]. As we and others have found, BMAL1 KO cells exhibit key senescence features, including growth arrest, increased SA-β-Gal activity and increased *p16* expression (Supplementary Figure 3) [39, 40]. When we further characterized the global transcriptome of senescent KO cells, we found significant changes in key senescence-associated pathways, implying that while loss of BMAL1 does not prevent or drive senescence, it does impact features of the senescence phenotype. One of the key areas of interest to us was the identification of anti-apoptotic factors as AP-1 targets mediated by BMAL1. Given the importance of senescence in health and aging, there is substantial interest in drugs which can overcome the apoptosis resistant nature of senescent cells and successfully reduce their numbers, such as the Bcl-2 family inhibitor ABT-263 (navitoclax) [9, 10]. We hypothesized that BMAL1 deficient cells would be susceptible to drugs which target these pathways, and indeed, we observe that senescent BMAL1 KO cells exhibit increased susceptibility to this senolytic agent, highlighting an important functional consequence of BMAL1 in driving key regulatory pathways of the senescence program.

## CONCLUSION

Here, we propose a previously unappreciated role of the core circadian clock component BMAL1 in AP-1 transcriptional control of the senescence program. In this study we show that the normal behavior of BMAL1 in driving transcription in non-senescent cells is lost in favor of narrow binding to AP-1 binding sites in senescence, and in a senescent context BMAL1 mediates expression of AP-1 target genes conferring resistance to apoptosis. (Figure 5).

**Figure 5:**
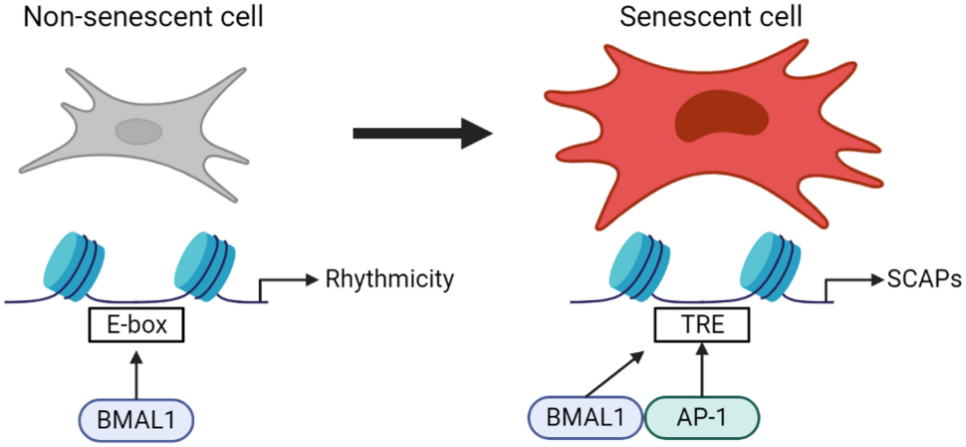
**Normal behavior of BMAL1 in driving transcription in non-senescent cells is lost in favor of narrow binding to AP-1 binding sites in senescence, and in a senescent context BMAL1 mediates expression of AP-1 target genes conferring resistance to apoptosis.** This highlights a previously unappreciated role of the core circadian clock component BMAL1 on the molecular phenotype of senescent cells.

## METHODS

### Senescence-associated β-galactosidase (SA-β-Gal) staining

MAFs were fixed in phosphate-buffered 4% paraformaldehyde for 10 minutes at room temperature. MAFs were washed twice with PBS and incubated 16–18 hours in the SA–β-Gal staining solution (1 mg/mL X-Gal, 40 mM citric acid/sodium phosphate buffer pH 6.0, 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, 150 mM sodium chloride, and 2 mM magnesium chloride) on a shaker and in the dark at 37°C. MAFs were washed twice with PBS and stained with Hoechst dye for 10 minutes as a nuclear stain. Images were taken under bright field for SA–β-Gal staining and then the same field under blue fluorescence channel for nuclear staining (EVOS XL Core, EVOS 5000).

### RNA isolation, cDNA synthesis and qPCR

RNA was isolated according to manufacturer’s instructions using TRIzol reagent (Invitrogen). RNA concentration was assessed by Nanodrop 8000 (Thermo Fisher Scientific). cDNA was synthesized using M-MLV reverse transcriptase (Invitrogen) and real-time PCR was performed with PerfeCTa FastMix II (QuantaBio) and the Applied Biosystems StepOne Plus Real-Time PCR system (Applied Biosystems). Gene expression was analyzed by the ΔΔCT method and normalized to TATA-box binding protein as a reference gene. The primers used are listed in Supplementary Table 1.

### Co-Immunoprecipitation

Total protein extracts were prepared from fibroblasts in cell lysis buffer (Cell Signaling) with protease inhibitor cocktail (Sigma) and phenylmethylsulfonyl fluoride. Immunoprecipitation was performed using the Dynabeads™ Protein G Immunoprecipitation Kit (Thermo Fisher Scientific) according to manufacturer’s instructions. TURBO™ DNase (Thermo Fisher Scientific) was used at 6 U where indicated. 1/20 input volume and 1/5 elution volume were subjected to Western blotting (described below). Antibodies are listed in the Supporting Information.

### Western blotting

Total protein extracts were prepared from fibroblasts in cell lysis buffer (Cell Signaling) with protease inhibitor cocktail (Sigma) and phenylmethylsulfonyl fluoride. Protein concentration was determined using the DC Protein Assay (Bio-Rad). Equal amounts of protein (3 μg) were resolved by SDS–PAGE and transferred to a PVDF membrane (Bio-Rad). The membrane was blocked with 5% nonfat dry milk and then incubated with primary and secondary antibodies. Antibodies are listed in the Supplementary Information. Signal was developed using SuperSignal West Pico PLUS Chemiluminescent Substrate kit (Thermo Fisher Scientific) and imaged. (iBright™ FL1500 Imaging System, Thermo Fisher Scientific).

### Tagmentation-assisted fragmentation ChIP (TAF-ChIP)

ChIP-seq was performed following the published low input TAF-ChIP protocol [41]. Briefly, cells were cross-linked with 1% formaldehyde for 10 min, followed by quenching with 125 mM glycine for 5 min at room temperature. Fixed cells were washed once with TBS and stored at −80°C. The frozen cell pellets were resuspended in 500 mL of RIPA buffer (10 mM Tris-HCl, pH8.0, 140 mM NaCl, 0.1 mM EDTA, 1% Triton X-100, 0.1% SDS) and incubated on ice for 5 min. The lysates were sonicated for 4 cycles of 30 sec-on and 30 sec-off in Bioruptor pico (Diagenode) and centrifuged at 15,000 rpm for 10 min. The supernatant generated from 1 – 1.5 million fixed cells was mixed with 7.5 μL Protein A+G magnetic dynabeads (Millipore) conjugated with 1 μg of anti-BMAL1 antibody (Abcam) and incubated at 4°C overnight. The beads were washed once with 300 mL of RIPA buffer and twice with 300 mL of tagmentation buffer (20 mM Tris(hydroxymethyl) aminomethane pH 7.6, 10 mM MgCl_2_, 20% (vol/vol) dimethylformamide) using magnetic rack. The washed beads were suspended in 20 mL of tagmentation buffer containing 1 mL of Nextera DNA tagmentation enzyme (Illumina) and incubated at 37°C for 40 mins with constant shaking in a thermoblock at 500 rpm. And the beads were washed with RIPA buffer 2 times, RIPA buffer containing 250 mM NaCl 4 times, and TE buffer 2 times. Bound chromatins were eluted and reverse-crosslinked at 65°C overnight. DNAs were purified using Min-Elute PCR purification kit (Qiagen) after treatment of RNase A and proteinase K. All other details were followed as previously described (Zhong et al., 2017). The libraries were prepared from purified ChIP and input DNAs using NEBNext High-Fidelity PCR mix (NEB) with Nextera PCR primers with molecular indices (Nextera DNA Sample Preparation Kit) and sequenced to 51 base pairs from both ends using the Illumina HiSeq 4000 in the Mayo Clinic Medical Genomics Core. The ChIP enrichment was analyzed in BMAL1-positive and negative genomic loci by performing qPCR. The following primers were utilized; BMAL1-positive upstream of *Per2* gene (forward, ATAGTGGAAAACGTGACCGC; reverse, TGCAAATGAGGTGGCACTCC) and a background intergenic region (forward, GACAACCCTGGGGTAAGCTC; reverse, TCTGAGCGTCCACATCAGTG).

### RNA-sequencing

RNA-seq with WT and KO samples (Figure 4) was performed by Azenta Life Sciences. RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies) and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies). RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep for Illumina using manufacturer’s instructions (NEB). Briefly, mRNAs were initially enriched with Oligod(T) beads. Enriched mRNAs were fragmented for 15 minutes at 94°C. First strand and second strand cDNA were subsequently synthesized. cDNA fragments were end repaired and adenylated at 3’ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing libraries were validated on the Agilent TapeStation (Agilent Technologies) and quantified by using Qubit 2.0 Fluorometer (Invitrogen) as well as by quantitative PCR (KAPA Biosystems).

The sequencing libraries were clustered on a lane of a HiSeq flowcell. After clustering, the flowcell was loaded on the Illumina instrument (4000 or equivalent) according to manufacturer’s instructions. The samples were sequenced using a 2 × 150bp Paired End (PE) configuration. Image analysis and base calling were conducted by the Control software. Raw sequence data (.bcl files) generated by the sequencer were converted into fastq files and de-multiplexed using Illumina’s bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification.

RNA-seq that was matched with BMAL1-ChIP-seq (Figure 3, Supplementary Figure 2) was performed as follows. Total RNA concentration and quality were determined using Qubit fluorometry (Invitrogen) and the Agilent BioAnalyzer using the Total RNA Pico chip (Agilent). cDNA libraries were prepared using 200 ng of total RNA according to the manufacturer’s instructions for the TruSeq Stranded mRNA Sample Prep Kit (Illumina). The concentration and size distribution of the completed libraries were determined using an Agilent TapeStation D1000 and Qubit fluorometry. Libraries were sequenced at six samples per lane following the standard protocol for the Illumina NovaSeq™ 6000 and using the NovaSeq XP 2-Lane kit for individual lane loading. The flow cell was sequenced as 100 X 2 paired end reads using the NovaSeq SP sequencing kit and NovaSeq Control Software v1.7.5. Base-calling was performed using Illumina’s RTA version 3.4.4.

### ABT-263 time course

MAFs were plated in 96 well cell culture plates at a seeding density of 1,000 control cells per well and 5,000 senescent cells per well. Cells were treated with ABT-263 (APExBIO) at 0.156 μM, 0.313 μM, 0.625 μM, 1.25 μM, and 2.5 μM. Plates were incubated in an Incucyte SX5 live cell imaging system (Sartorius) for 62 hours at 37°C in atmospheric oxygen.

### Quantification and statistical analysis

#### Image analysis

For SA-β-Gal staining, nuclei and SA-β-Gal positive cells were quantified with ImageJ. Western blots were quantified using iBright Analysis Software (Thermo Fisher Scientific). ABT-263 time course images were quantified using Incucyte Base Analysis Software (Sartorius).

#### Statistical analysis

All statistical analyses were performed with GraphPad Prism v9.4.1 software. Two-tailed unpaired Student’s *t*-test were used for Figures 1C, 1E, 1F, Supplementary Figures 1D and 3B. One-way ANOVA tests with Dunnett’s post hoc test for multiple comparisons were used for Figure 1G, and Supplementary Figure 1C. Two-way ANOVA test with Sidak’s post hoc test for multiple comparisons was used for Figure 4J. Results with *p* < 0.05 were considered significant. Data are denoted as mean ± SEM with significance indicated as ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, ^****^P < 0.0001.

#### Processing of RNA-seq data

For the RNA-seq with WT and KO samples (Figure 4) that was performed by Azenta Life Sciences, sequence reads were trimmed using Trimmomatic v.0.36 [42], and then mapped to the Mus musculus GRCm38 reference genome available on ENSEMBL using the STAR aligner v.2.5.2b [43]. Unique gene hit counts were calculated by using feature Counts from the Subread package v.1.5.2 [44]. Only unique reads that fell within exon regions were counted. Unique gene hit counts were calculated by using featureCounts from the Subread package v.1.5.2. Using DESeq2 [45] a comparison of gene expression between the groups of samples was performed. The Wald test was used to generate *p*-values and log2 fold changes. Genes with an adjusted *p*-value < 0.05 and absolute log2 fold change > 1 were called as differentially expressed genes for each comparison. A gene ontology analysis was performed on the statistically significant set of genes by implementing the software GeneSCF v.1.1-p2 [46]. The mgi GO list was used to cluster the set of genes based on their biological processes and determine their statistical significance.

For RNA-seq that was matched with BMAL1-ChIP-seq (Figure 3, S2), RNA-Seq data were analyzed using the MAPRSeq pipeline v3.1.4 [47]. Paired-end sequencing reads were mapped to the mouse genome (mm10) using STAR aligner [43]. Gene and exon expression quantification were performed using the Subread package [44] to obtain both raw and normalized (RPKM – Reads Per Kilobase per Million mapped reads) reads. Following alignment, secondary analyses, and quality control, the edgeR package v3.36.0 [48] was used for obtaining differentially expressed genes (DEGs). Genes were considered differentially expressed at a statistical significance threshold of *p*-value < 0.05 and an absolute log2 fold change value of greater than 1.

#### Processing of ChIP-seq data

ChIP-Seq data were analyzed using the HiChIP pipeline [49]. Paired-end sequencing reads were mapped to the mouse genome (mm10) using Burrows-Wheeler Aligner v0.5.9 [50]. Post-mapping, additional filtering using in-house scripts was performed and only read pairs with one or both ends mapping uniquely to the genome were retained for downstream analysis. In addition, reads arising from PCR amplifications were discarded as duplicate reads using Picard MarkDuplicates v1.67 [51]. Candidate BMAL1 binding regions were identified using peaks detected by the software package “Model-Based Analysis of ChIP-Seq” [52]. Statistically significant peaks were selected for analysis using a false discovery rate (FDR) cutoff of ≤1%. Genes nearest to the peaks and the distance of peaks from transcription start sites (TSS) were annotated using the HOMER package. For visualization of peaks across samples and compatibility with the Integrative Genomics Viewer (IGV), normalized tag density profiles with a window size of 200bp and a step size of 20bp were generated using Bedtools v2.16.2 [53] and in-house Perl scripts. For comparison and identification of differential peaks across conditions, the software package DiffBind v2.14.0 [54] was used at statistical significance thresholds of *p*-value < 0.05 and an absolute log2 fold change value of greater than 2.

#### Rhythmicity analysis

Rhythmicity of gene expression was quantified with MetaCycle v1.2.0 [33].

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Nathan LeBrasseur ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

1. The BMAL1-ChIP-seq data (GSE229009), Ctrl and Senescent WT RNA-seq (GSE229010), and Ctrl and Senescent WT and Bmal1−/− RNA-seq (GSE229011) in this study have been deposited to the National Center for Biotechnology Information Gene Expression Omnibus (Series GSE229023).
2. This paper does not report original code.
3. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and subject details

Primary mouse adult fibroblasts (MAFs) were isolated from the ears of adult female C57BL6/J mice and *Bmal1*−/− mice, with minimal modifications [55]. Notably, enzymatic digestion was performed with collagenase Type 2 (Worthington) at 800 U/mL in DMEM with 1% penicillin-streptavidin-glutamine and 2.5% HEPES buffer (Gibco) for 1 hour at 37°C. Cells and digested tissue were washed with HBSS and digested for an additional 20 minutes in 0.05% trypsin (Gibco) at 37°C. Isolated cells were then cultured in DMEM with 10% FBS and 1% penicillin-streptavidin-glutamine (Gibco) and provided fresh media every 3 days. MAFs were maintained at 3% oxygen and used in experiments between passage 3 and passage 8. IR-induced senescent MAFs were exposed to 20 gy radiation using an RS2000 X-Ray Inducer (RAD Source Technologies), then cultured for 21 additional days. MAFs were synchronized with 100 nM dexamethasone (Sigma) for 2 hours, prior to collection in TRIzol reagent (Invitrogen) for qPCR or in cell lysis buffer (Cell Signalling) for western blotting.

## Supplementary Materials

Supplementary Figures

Supplementary Table 1

# Supplementary material for: BMAL1 modulates senescence programming via AP-1
**Source:** Aging (Albany NY). 2023 Oct 10;15(19):9984–10009. doi: 10.18632/aging.205112
**Supplement:** Supplementary Table 1

## SUPPLEMENTARY TABLE

**Supplementary Table 1. Key Resources Table.**

| Reagent or Resource                                   | Source                      | Identifier              |
|-------------------------------------------------------|-----------------------------|-------------------------|
| <b>Primers</b>                                        |                             |                         |
| Tbp                                                   | Integrated DNA Technologies | Cat# MM.PT.39a.22214839 |
| Bmal1                                                 | Integrated DNA Technologies | Cat# Mm.PT.58.11121936  |
| Cry1                                                  | Integrated DNA Technologies | Cat# Mm.PT58.6237142    |
| Nr1d1                                                 | Integrated DNA Technologies | Cat# Mm.PT.58.17472803  |
| p16INK4a                                              | Integrated DNA Technologies | Cat# MM.PT.58.42804808  |
| p21                                                   | Integrated DNA Technologies | Cat# MM.PT.58.5884610   |
| Per2                                                  | Integrated DNA Technologies | Cat# Mm.PT58.5594166    |
| <b>Antibodies</b>                                     |                             |                         |
| Rabbit anti-BMAL1                                     | Cell Signalling             | Cat# 14020 (1:1,000)    |
| Rabbit anti- $\beta$ -actin                           | Cell Signalling             | Cat# 8457 (1:2,000)     |
| Rabbit anti-c-Jun                                     | Cell Signalling             | Cat# 9165 (1:1,000)     |
| Mouse anti-rabbit IgG-HRP                             | Santa Cruz                  | Cat# sc-2357 (1:20,000) |
| Rabbit anti-BMAL1                                     | Abcam                       | Cat# ab3350             |
| <b>Chemicals, peptides, and recombinant proteins</b>  |                             |                         |
| ABT-263 (navitoclax)                                  | APEXBio                     | Cat# A3007              |
| Cell lysis buffer                                     | Cell Signalling             | Cat# 9803               |
| Collagenase Type 2                                    | Worthington Biochemical     | Cat# LS004176           |
| Dexamethasone                                         | Sigma                       | Cat# D1756              |
| DMEM                                                  | Gibco                       | Cat# 11995-065          |
| HEPES Buffer                                          | Gibco                       | Cat# 15630-080          |
| M-MLV Reverse Transcriptase                           | Invitrogen                  | Cat# 28025013           |
| Penicillin-streptavidin-glutamine                     | Gibco                       | Cat# 10378-016          |
| Protease inhibitor cocktail                           | Sigma                       | Cat# P8340              |
| Protein A+G Magnetic Beads                            | Millipore                   | Cat# 16-663             |
| PVDF membrane                                         | Bio-Rad                     | Cat# 1620177            |
| SuperSignal West Pico PLUS Chemiluminescent Substrate | Thermo Fisher Scientific    | Cat# 34577              |
| TRIzol reagent                                        | Invitrogen                  | Cat# 15596026           |
| TURBO™ DNase                                          | Thermo Fisher Scientific    | Cat# AM2238             |
| 0.05% Trypsin                                         | Gibco                       | Cat# 25300054           |
| <b>Critical commercial assays</b>                     |                             |                         |
| DC protein assay                                      | Bio-Rad                     | Cat# 5000116            |
| Dynabeads™ Protein G Immunoprecipitation Kit          | Thermo Fisher Scientific    | Cat# 10007D             |
| Min-Elute PCR purification kit                        | Qiagen                      | Cat# 28004              |
| NEBNext Ultra II RNA Library Prep for Illumina        | NEB                         | Cat# E7765              |
| Nextera DNA Sample Preparation Kit                    | Illumina                    | Cat# FC-121-1030        |
| NovaSeq 6000 SP Reagent Kit v1.5 (200 cycles)         | Illumina                    | Cat# 20040719           |
| NovaSeq XP 2-Lane Kit v1.5                            | Illumina                    | Cat# 20043130           |
| TruSeq Stranded mRNA Sample Prep Kit                  | Illumina                    | Cat# 20020595           |

|                                                                  |                   |                                                                                                                                                                                                                                                       |
|------------------------------------------------------------------|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Deposited data                                                   |                   |                                                                                                                                                                                                                                                       |
| BMAL1-ChIP-seq                                                   | GEO database      | GEO: GSE229009                                                                                                                                                                                                                                        |
| RNA-seq (Ctrl and Senescent WT)                                  | GEO database      | GEO: GSE229010                                                                                                                                                                                                                                        |
| RNA-seq (Ctrl and Senescent WT and <i>Bmal1</i> <sup>-/-</sup> ) | GEO database      | GEO: GSE229011                                                                                                                                                                                                                                        |
| Experimental models: Cell lines                                  |                   |                                                                                                                                                                                                                                                       |
| C57BL/6 WT MAFs                                                  | In house          | NA                                                                                                                                                                                                                                                    |
| <i>Bmal1</i> <sup>-/-</sup> MAFs                                 | In house          | NA                                                                                                                                                                                                                                                    |
| Software and algorithms                                          |                   |                                                                                                                                                                                                                                                       |
| Prism v9.4.1                                                     | GraphPad          | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a>                                                                                                                                 |
| ImageJ                                                           | ImageJ            | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a>                                                                                                                                                                                   |
| iBright Analysis v5.1.0                                          | Thermo Scientific | <a href="https://www.thermofisher.com/us/en/home/technical-resources/software-downloads/ibright-western-imager.html">https://www.thermofisher.com/us/en/home/technical-resources/software-downloads/ibright-western-imager.html</a>                   |
| Incucyte Base Analysis v2022A                                    | Sartorius         | <a href="https://www.sartorius.com/en/products/live-cell-imaging-analysis/live-cell-analysis-software/incucyte-base-software">https://www.sartorius.com/en/products/live-cell-imaging-analysis/live-cell-analysis-software/incucyte-base-software</a> |
| GSEA v4.3.2                                                      | Broad Institute   | <a href="https://www.gsea-msigdb.org/gsea/index.jsp">https://www.gsea-msigdb.org/gsea/index.jsp</a>                                                                                                                                                   |
| Factoextra v1.0.7                                                | CRAN              | <a href="https://cran.r-project.org/web/packages/factoextra/index.html">https://cran.r-project.org/web/packages/factoextra/index.html</a>                                                                                                             |
| Pheatmap v1.0.12                                                 | CRAN              | <a href="https://cran.r-project.org/web/packages/pheatmap/pheatmap.pdf">https://cran.r-project.org/web/packages/pheatmap/pheatmap.pdf</a>                                                                                                             |
| edgeR v3.36.0                                                    | [48]              |                                                                                                                                                                                                                                                       |
| Trimmomatic v.0.36                                               | [42]              |                                                                                                                                                                                                                                                       |
| STAR aligner                                                     | [43]              |                                                                                                                                                                                                                                                       |
| Subread v.1.5.2                                                  | [44]              |                                                                                                                                                                                                                                                       |
| DESeq2                                                           | [45]              |                                                                                                                                                                                                                                                       |
| GeneSCF v.1.1-p2                                                 | [46]              |                                                                                                                                                                                                                                                       |
| MAPRSeq pipeline v3.1.4                                          | [47]              |                                                                                                                                                                                                                                                       |
| HiChIP pipeline                                                  | [49]              |                                                                                                                                                                                                                                                       |
| Burrows-Wheeler Aligner v0.5.9                                   | [50]              |                                                                                                                                                                                                                                                       |
| Picard MarkDuplicates v1.67                                      | [51]              |                                                                                                                                                                                                                                                       |
| Model-Based Analysis of ChIP-seq                                 | [52]              |                                                                                                                                                                                                                                                       |
| Bedtools v2.16.2                                                 | [53]              |                                                                                                                                                                                                                                                       |
| Diffbind v2.14.0                                                 | [54]              |                                                                                                                                                                                                                                                       |
| MetaCycle v1.2.0                                                 | [33]              |                                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

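RNA-seq of mouse adult fibroblasts from the paper was processed here for 3 control samples and 3 senescent samples, collected 12 hours after a dexamethasone treatment of 2 hours. The authors mapped paired reads to mm10 with STAR in the MAPRSeq pipeline, counted them on genes with Subread, and deposited the counts per gene without normalization. Their own comparison used edgeR, and the paper's text does not name which of its tests was used. The table of counts lists 43346 genes, 68 gene names occur more than once, and genes were therefore followed by their Ensembl identifiers. The 37 mitochondrial genes hold 0 counts in all libraries, so nothing is reported on them. Sample labels and column names gave the group and the replicate number of every library. The BMAL1-ChIP-seq, the RNA-seq of WT and KO cells, the qPCR and the western blots were not analysed here.

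From the deposited counts, genes were kept by edgeR's filterByExpr (17589 genes), libraries were scaled by TMM, and groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) in its robust form, with the group as the only term. The test is two-sided, and p-values were adjusted by Benjamini-Hochberg over the genes tested. DEGs were counted at an unadjusted p under 0.05 and under 1e-05, each with an absolute log2 fold change over 1, because the paper's methods give the first limit and its results text prints the second. A count at an adjusted p under 0.05 with any fold change was added. Levels are TMM-scaled CPM computed here from the authors' counts. A fold against a group in which no library exceeded 3 counts is given as a lower bound, computed against 3 counts.

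Gene lists were compared with all other tested genes by camera in limma 3.58.1, on log2 CPM weighted by voom, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 6 lists for SenMayo, Wnt, Jak-Stat and chemokine signaling, nucleotide excision repair and the cell cycle. These lists, and those of clock genes, glucocorticoid targets, p53 targets, interferon response genes, AP-1 subunits, the Bcl-2 family, sex genes and markers of chondrocytes, macrophages, keratinocytes, endothelium, skeletal muscle, and Schwann cells and melanocytes, were written down without access to the published lists and were not checked against them. The lists of genes changed in KO and not in WT senescent cells were copied from the paper's text and, by eye, from the pictures of Figure 4H and 4I, where a symbol can have been misread. Lists of S phase genes, of keratins and of Y-linked genes with their X-linked homologs were added after the data had been seen.

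The sample groups, tests, lists, alternatives and the rule for the genes named in the text were set before the data were examined. Exceptions are the lists, tests and settings named as added or as chosen after seeing the data or results. The rule takes every gene the paper names for RNA-seq, qPCR or BMAL1-ChIP-seq, with up to 5 genes in each direction from Figure 4H and 4I. It also takes the 5 largest increases and the 5 largest decreases among genes with an adjusted p under 0.05, a mean count of at least 100 and no overlap between the groups, of which 1 is not reported here. It adds the 3 members of each of the 6 lists with the smallest p in the direction of the list, and up to 5 members of the other lists. *Jun*, *Per1*, *Olfr1372-ps1*, *Olfr456*, *Col10a1*, *Krt5* and *Krt10* fall outside this rule and were chosen after their values had been seen.

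The alternatives were RLE scaling, scaling by library size alone, no filter beyond 1 count in total, a filter of at least 10 counts in every library, edgeR's exact test, DESeq2 1.42.0, adjusted in place of unadjusted p, a term for the replicate number, and leaving out each library in turn. Gene lists were compared with RLE scaling, the filter of at least 10 counts, the replicate term and each library left out, and with an estimated correlation, fry, fgsea 1.28.0 with 10000 permutations, and Reactome sets. For SenMayo, Wnt and Jak-Stat, these were the sets for the senescence-associated secretory phenotype, TCF-dependent Wnt signaling and signaling by interleukins. For chemokine signaling, the set was that of chemokine receptors and their chemokines. The other alternatives were not run for them. Chosen after seeing the data were a term for GC content in each library, the sum of the closest replicates of each group, and protein-coding genes alone. GC content and exon length came from the GENCODE annotation of GRCm38, the assembly that mm10 names.

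The methods were tested on simulated data. With 200 genes of known fold change among 16136 simulated genes tested, the quasi-likelihood test recovered 197 (98.5%) with 10 false calls. The GC term reduced a simulated GC trend from -0.905 to -0.0431 over 17589 genes. Camera, fry and fgsea each called a changed list of 50 genes, and of 20 unchanged lists fry called 1. Simulated genes varied independently and 200 were changed, whereas 12365 genes had an adjusted p under 0.05 in the measured data (edgeR's quasi-likelihood test). False calls of lists under such wide or shared changes were therefore not tested. The draws of random gene lists were not tested on simulated data. Total counts lay between 50288454 and 82229553 per library, which allows a level of 0.0572 CPM in control cells and 0.0425 CPM in senescent cells for a gene with 0 counts. Reads carried no molecular identifiers, so these limits cover counting error alone.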

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

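The tests without the most abundant genes, of an even spread of DNA fragments, of S phase genes and of keratins were chosen only after the results they bear on had been seen. Each signal in this part lies in genes the paper does not discuss and was higher in all 3 senescent libraries than in all 3 control libraries, for which an exact permutation test cannot give a p below 0.1.

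More genes had at least 1 count in senescent than in control libraries. With all libraries thinned to 50288454 counts, 24928.5 ± 149 genes had a count in senescent cells and 21482.4 ± 87.5 in control cells (SD, n = 3 per group). The lowest senescent library exceeded the highest control library by 3257 genes, against a range of at most 274.1 within a group, which argues against library size as the cause. The 148 genes among the 100 most abundant of any library held between 26.2% and 27.3% of the counts. Without them, and with the rest thinned to the smallest remaining total, the groups were 3248 genes apart, against a range of at most 243.9 within a group, which argues against a few genes taking most of the counts. With 0 counts in all control libraries, 219 genes had at least 10 counts in each senescent library, and 1 gene showed the reverse. Traces of DNA, transcripts that run past gene ends and a wider set of expressed genes in senescent cells remain open for these genes.

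Genes of olfactory and vomeronasal receptors, which are expressed in sensory neurons, had 17.4 ± 1.65 CPM in sum in senescent cells and 3.66 ± 0.514 CPM in control cells (SD, n = 3 per group, 1788 genes). DNA fragments spread evenly over the genome would reach many of these genes. In the senescent libraries at most 23.3% of the receptor genes expected under such a spread had a count, which argues against it as the whole cause. Transcripts that run on from expressed neighbouring genes remain a candidate explanation, since 52.1% of the senescent counts fell on receptor genes within 50 kb of an expressed gene, where 13.8% of the receptor genes lie. This share rests in part on 1 pseudogene, *Olfr1372-ps1* (chromosome 11 of mm10 from 52155378 to 52156283), with 22.3% of the senescent receptor counts. Without it, 38.3% of the counts lay near an expressed gene, short of the limit of 50% used for this explanation. The share was not computed for the control libraries, so it does not speak to the increase itself. *Olfr456* (chromosome 6 from 42486253 to 42487191), with 654 counts in senescent and 60 in control cells, had no expressed gene within 50 kb. Receptor genes have close paralogs, and how the counting treated reads shared between them is not stated in the paper's text.

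Transcripts of replication-dependent histone genes, most of which lack a poly(A) tail in dividing cells, had 252 ± 16.5 CPM in sum in senescent cells and 84.0 ± 4.08 CPM in control cells (SD, n = 3 per group). Of 35 tested genes, 31 were higher at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of 2.35, also with genes near 0 counts at their lower bound. The median stayed between 1.81 and 2.82 over the alternative settings, those of scaling included. With a GC term per library it was 2.64, which argues against GC content bias. Among 10000 random lists matched on expression, GC content and exon length, 0% had as high a median, and the highest was 0.49, which argues against a change shared by all short or GC-rich genes. More cells in S phase are argued against by a median of -2.85 over 12 S phase genes, of which 12 were lower. Carry-over of RNA without poly(A) tails and a higher share of polyadenylated histone transcripts in senescent cells remain open and were not tested.

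*Ivl*, which is expressed in differentiating keratinocytes, was at 14.0 CPM in senescent cells and had no counts in the control libraries. Keratinocytes in the senescent cultures would bring their abundant keratins. *Krt1*, *Krt5*, *Krt10* and *Krt14* together reached at most 29.3% of the *Ivl* level in a senescent library, which argues against such cells as the whole source. The keratin *Krt15* and the desmosome gene *Dsp*, also expressed in keratinocytes, did rise, from 0.0784 to 5.33 CPM and from 0.110 to 7.09 CPM, as did *Lce1g*. *Krt5* and *Krt10* had a mean of 1.53 and 1.94 CPM in senescent cells and 1.00 and 1.95 CPM in control cells. *Ivl* has no value in control cells that a fold could be measured against. Induction of *Ivl*, *Krt15*, *Dsp* and *Lce1g* in the irradiated fibroblasts remains as a hypothesis, found and tested on the same libraries.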

How the results depend on the processing

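Of the settings in this part, the GC term, the sum of the closest replicates and the restriction to protein-coding genes were chosen after seeing the data. The number of DEGs by the methods threshold (5300) stayed within 1.5 times this value under every alternative except a filter of at least 10 counts in every library, which gave 3483 from 15205 genes tested. Without a filter the number was 7761, and with DESeq2 it was 6818. The number by the stricter threshold (2685) was 4714 with edgeR's exact test, 4109 with DESeq2 and 1116 when control replicates 2 and 3 and senescent replicates 1 and 2 were summed. Summing leaves 2 samples per group. For the exact test and DESeq2, the cause was not tested. A p under 1e-05 adjusted by Benjamini-Hochberg left 1900 genes. The number of genes with an adjusted p under 0.05 (12365) stayed between 10437 and 13739, and that of the genes listed for KO cells (65) between 57 and 67. The share of DEGs by the methods threshold that were higher in senescent cells was 59.1%, and 63.2% with scaling by library size alone. It was 66.9% without a filter and 49.5% with at least 10 counts in every library. The median log2 fold change of all tested genes was 0.01, 0.09 with scaling by library size alone and 0.34 in DESeq2, whose fit includes genes without a filter.

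Leaving out each library in turn gave from 5271 to 5798 DEGs by the methods threshold, from 1798 to 3688 by the stricter one, from 11214 to 13695 genes with an adjusted p under 0.05 and from 66 to 67 of the genes listed for KO cells, across 6 fits each. The highest numbers of the count by the stricter threshold and of the count at an adjusted p under 0.05 came without senescent replicate 3. Across the same fits, the adjusted p of camera ranged from 4.56e-05 to 9.22e-05 for SenMayo, 0.0503 to 0.0732 for Wnt, 0.0315 to 0.0484 for Jak-Stat, 0.00603 to 0.00929 for chemokine signaling, 0.0244 to 0.0484 for nucleotide excision repair and 3.32e-06 to 2.08e-05 for the cell cycle, so no call of a list changed.

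Some calls of gene lists changed with the test or the set, with p-values adjusted by Benjamini-Hochberg over 6 lists. Wnt signaling was not called by camera (adjusted p = 0.0582). It was called by fry (adjusted p = 7.74e-06), by fgsea (0.000660), with RLE scaling (0.0491) and with at least 10 counts in every library (0.0382). Fry compares a list with no change and camera compares it with other genes, so their calls answer different questions. In camera with a correlation estimated from the data, Jak-Stat (0.0542), nucleotide excision repair (0.0904) and the cell cycle (0.0542) were no longer called. Nucleotide excision repair was also not called with at least 10 counts in every library (0.104). The Reactome set for signaling by interleukins, used in place of Jak-Stat, was not called in camera (0.602). The Reactome set for the senescence-associated secretory phenotype, used in place of SenMayo, was in the lower direction in camera (0.506) but had a score above 0 in fgsea (1.12). These sets hold other genes than the lists and do not test SenMayo or Jak-Stat signaling themselves. In all of these the cause was not tested. Chemokine signaling was called under each alternative run for gene lists, with an adjusted p from 9.26e-07 to 0.0358.

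A term for the replicate number gave 5318 DEGs by the methods threshold, 1832 by the stricter one, 11624 genes with an adjusted p under 0.05 and 65 of the genes listed for KO cells, and no call of a gene list changed with this replicate block. The numbers do not appear to pair the libraries. The deviations of same-numbered control and senescent libraries from their group means had correlations of -0.145, 0.135 and -0.120 across genes, and the paper's text names no shared animal or day.

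For the 122 tested genes named under the rule, 1791 of the results over all settings kept their direction and their side of an adjusted p of 0.05. In 6 results the adjusted p rose above 0.05, in 6 it came under 0.05, and 0 changed direction. The genes concerned were *Smad3*, *Runx2*, *Nr1d1*, *Eif2s3y* and *Uty*. *Hmx1* gave no value in the main comparison or under the alternatives that filter genes. Its unadjusted p was 0.106 without a filter and 0.173 in DESeq2 (adjusted p = 0.182 in edgeR's quasi-likelihood test and 0.254 in DESeq2), and with so few counts neither fit can separate the groups. Depth limits genes at such levels. For genes without counts in control cells, such as *Ivl* and *Sall1*, it sets only a lower bound of the increase.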

Differences from the paper's values

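The number of DEGs by the threshold in the paper's methods was 5300 here, against the paper's 3431. Of the alternatives set before the data were examined, a filter of at least 10 counts in every library gave 3483, within 1.5 times the paper's number. RLE scaling, scaling by library size alone, no filter, edgeR's exact test, DESeq2, adjusted p, the replicate block and leaving out any library did not close the gap. With the p limit printed in the results text, read as an upper limit of 1e-05, the number was 2685, within 1.5 times the paper's. Under that limit the number also lay within 1.5 times the paper's with RLE scaling (2726), scaling by library size alone (2755), no filter (3683), edgeR's exact test (4714), DESeq2 (4109) and without senescent replicate 3 (3688). It did not with at least 10 counts in every library (2203), adjusted p (1900), the replicate block (1832) or without any one of the other 5 libraries (1798 to 2199). Of the settings chosen after seeing the values, a GC term per library and protein-coding genes alone gave 5143 and 4405 by the methods threshold. Under that limit they gave 3541 and 2413, and these numbers were all within 1.5 times the paper's. The sum of the closest replicates, also chosen then, gave 6143 by the methods threshold and 1116 under that limit. Neither was within 1.5 times the paper's number.

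The normalized enrichment scores from fgsea differed from those in the paper's figures, for which no error is given. SenMayo had 1.75, against the paper's value of about 1.4 in Fig. 3C, read by eye. In Fig. 3B, also read by eye, the paper's value is about 1.7 for Wnt signaling, where 1.61 was found here, and about 1.6 for Jak-Stat signaling, where it was 1.42. For chemokine signaling the score was 1.55, against the paper's about 1.5 in Fig. 3B. Nucleotide excision repair had -1.83 against the paper's about -1.9 in Fig. 3B, and the cell cycle -2.23 against the paper's about -1.5 in Fig. 3B. The scores in the figures can be read to 1 decimal. At that precision, RLE scaling (1.54) and leaving out control replicate 3 (1.53) reached the paper's score for chemokine signaling, and leaving out control replicate 1 (-1.85), control replicate 3 (-1.86) or senescent replicate 1 (-1.87) reached that for nucleotide excision repair. Scores were computed with RLE scaling, at least 10 counts in every library, Reactome sets and each library left out in turn, and none of these reached the paper's scores for SenMayo, Wnt signaling, Jak-Stat signaling and the cell cycle. The gene lists used here were not the published ones.

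The paper reports enrichment of Wnt signaling in senescent cells. Camera did not call the list here (adjusted p = 0.0582), while fry (7.74e-06), fgsea (0.000660), RLE scaling (0.0491) and the filter of at least 10 counts in every library (0.0382) did. Fry does not compare a list with other genes. It was not called by camera with an estimated correlation (0.0626), with the replicate block (0.0505) or with any 1 library left out (0.0503 to 0.0732). The Reactome set for TCF-dependent Wnt signaling was not called by camera either (0.559).

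The paper states that it found no increased BMAL1 binding with lower expression and no decreased binding with higher expression. *Kdm6b*, which it names for increased binding, had a log2 fold change of -1.20, and *Bmpr1b*, which it names for decreased binding, 1.78. With a GC term per library, chosen after seeing the data, *Kdm6b* was at -0.918. That is short of the paper's limit of an absolute log2 fold change over 1. Under the other settings *Kdm6b* lay between -1.31 and -1.03. Whether *Kdm6b* and *Bmpr1b* were among the bound regions counted for the paper's statement was not analysed here. The paper also names HMX1 as the target enriched in control cells in both assays, where *Hmx1* had 1 count over the control libraries and 8 over the senescent libraries. In Fig. 3F, HMX1 is the name of a motif. If the motif is meant, counts of the gene do not measure it.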

Other observations

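The tests on *Xist* and on the spread of chondrocyte markers were chosen only after the results they bear on had been seen. The genes that the paper lists as changed in KO and not in WT senescent cells (Fig. 4G, 4H and 4I) come from another RNA-seq experiment, which was not analysed here. The symbols in Fig. 4H and 4I were read by eye, so single genes can be misread. Of the 81 listed genes, 77 were tested in the WT cells of the RNA-seq matched with the ChIP-seq. With an absolute log2 fold change over 1 and an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 65 were called, all in the listed direction. Adjusted over the list alone, the number was also 65, and 75 had an adjusted p under 0.05 with any fold. The median log2 fold change in the listed direction was 1.81. No list among 10000 random lists matched on expression reached as many calls, which argues against chance overlap with a large number of calls. The share is given as 1e-04, the smallest that 10000 lists can give. The random lists had a median of 11 calls and at most 26. Greater sequencing depth is argued against by 55 calls after thinning every library to 5000000 counts. With DESeq2 in place of edgeR, 66 were called. Differences in culture and library preparation between the experiments remain open. Among the genes in the paper's text, *Csf1* was at 238 ± 5.02 CPM in control and 1230 ± 80.5 CPM in senescent cells, *Sox9* at 215 ± 12.6 and 50.9 ± 4.11 CPM, and *Smoc2* at 460.3 ± 17.3 and 141 ± 2.22 CPM (SD, n = 3 per group). *Tlr4*, *Tnfrsf26* and *Alox12* had log2 fold changes of 1.33, 1.80 and 1.38. *Pou4f1* had 0 counts in control cells and was at least 6.49-fold higher, and *Pou3f1*, below the filter, was at least 4.41-fold higher. *Smoc1*, *Mmp23*, *Adamts9*, *Adamts15* and *Mmp17* had log2 fold changes of -1.52, -2.92, -1.71, -1.55 and -0.96. From Fig. 4H, *Nppb* and *Cdh6* had log2 fold changes of 5.36 and 4.92, and from Fig. 4I, *Erg* and *Mest* had -3.43 and -3.16.

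The 6 libraries can be split into 3 and 3 in 10 ways, so a share under 0.05 cannot be reached. For the DEGs by the methods threshold, the DEGs by the stricter threshold, the genes with an adjusted p under 0.05, the genes listed for KO cells and the number of gene lists called by camera, 1 of the 10 splits, the split into control and senescent cells, gave as large a number. The highest numbers among the other splits were 22 DEGs by the methods threshold, which uses an unadjusted p under 0.05, and 0 for the next 3 counts. The number of gene lists called was 5 for the split into control and senescent cells and up to 3 in other splits, which mix both groups.

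The paper measured clock genes by qPCR over a time course (Fig. 1D) and the genes of p16 and p21 by qPCR in control and irradiated cells (Fig. 1C), while the RNA-seq gives values at 12 hours alone. *Bmal1*, listed as *Arntl* (ENSMUSG00000055116, chromosome 7 of mm10 from 113207465 to 113314122), was at 24.3 ± 0.714 CPM in control and 53.4 ± 0.313 CPM in senescent cells (SD, n = 3 per group), a log2 fold change of 1.14 with a standard error of 0.06 and an adjusted p of 1.09e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Per2*, *Cry1* and *Nr1d1* had log2 fold changes of 1.94, 1.44 and 0.66, and the call of *Nr1d1* was lost when the closest replicates were summed (adjusted p = 0.0623, same edgeR test). *Cdkn2a*, whose count includes the transcript of p16, had a log2 fold change of 1.90, and *Cdkn1a*, which encodes p21, was at 123 ± 2.01 CPM in control and 619.5 ± 16.3 CPM in senescent cells. *Jun*, whose protein the paper reports as higher in senescent cells, was at 32.7 ± 3.44 CPM in control and 64.6 ± 8.38 CPM in senescent cells, a log2 fold change of 0.98.

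In the other gene lists, directions count genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 25 clock genes, 13 were higher and 9 lower in senescent cells (22 adjusted over the list alone), with *Npas2* and *Per1* at log2 fold changes of -1.72 and -1.11. Of 22 tested glucocorticoid targets, 12 were higher and 10 lower (22 adjusted over the list alone). *Dusp1* rose from 29.0 ± 1.32 to 113 ± 7.39 CPM, while *Fkbp5* fell from 50.5 ± 2.35 to 16.2 ± 0.496 CPM (SD, n = 3 per group). Of 29 p53 targets, 23 were higher and 3 lower (26 adjusted over the list alone), with *Mdm2* at 1.92. Interferon response genes were higher in 27 of 31 and lower in 3 (30 adjusted over the list alone), with *Ifit3* at 2.42. Among 17 tested AP-1 subunits, 9 were higher and 4 lower (14 adjusted over the list alone), with *Maff* and *Atf3* at 4.37 and 3.86 and *Fosl1* at 1.93. In the Bcl-2 family, 6 of 15 tested genes were higher and 8 lower (14 adjusted over the list alone), with *Pmaip1* at 5.42, *Bcl2* at 1.73 and *Bnip3* at -1.03. *Bmf* fell from 28.4 ± 0.700 to 1.78 ± 0.184 CPM (SD, n = 3 per group). No explanation was tested for these lists.

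The paper states that the cells came from female mice, and the 4 Y-linked genes of the list of sex genes, *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty*, were at 29.3 to 208 CPM in all 6 libraries. *Xist*, which female cells express from the inactive X chromosome, reached at most 0.397 CPM. This argues against cultures of mainly female cells, with or without some male cells. No library known to be female was analysed here. Reads of the X-linked homologs counted on the Y-linked genes would make both members of a pair change alike. In 1 of 4 pairs, *Ddx3y* and *Ddx3x*, the log2 fold changes differed, by 1.14, or 6.29 combined standard errors, and by 1.02 without senescent replicate 3. The limit set before the test was 2 pairs, so this explanation cannot be told apart from expression of the Y-linked genes for the other 3 pairs. Of the 5 tested sex genes, 3 were higher and 1 lower in senescent cells (4 adjusted over the list alone). *Uty* passed an adjusted p of 0.05 only without senescent replicate 3 or with a GC term, at 0.000314 and 3.21e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call of *Eif2s3y* was lost with the GC term, at 0.157. A mislabelled culture and an error in the stated sex were not tested.

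Senescent replicate 3 and control replicate 1 stood apart from the other libraries of their groups. Across 9725 genes with a mean of at least 10 CPM, which are not independent replicates, the deviation of senescent replicate 3 was correlated with GC content (Spearman's rho = -0.867), and that of control replicate 1 likewise (-0.714). Each of the 6 libraries was compared with GC content and exon length. The values are consistent with a GC content bias that differs between libraries within a group. The correlations with exon length were 0.260 and 0.262, between the limits set before the test, so that a bias by transcript length cannot be told apart from its relation with GC content. With a GC term per library, chosen after seeing the data, the number of DEGs by the stricter threshold rose from 2685 to 3541 and that of genes with an adjusted p under 0.05 from 12365 to 13631. No biological explanation was tested, since the design gives no difference between replicates.

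Markers of chondrocytes were abundant in the control cells and lower in senescent cells. Of 19 tested genes, 18 were lower and 1 higher at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (19 adjusted over the list alone), and their sum fell from 8266 ± 295 CPM to 779 ± 50.5 CPM (SD, n = 3 per group). *Acan* was at 1854 ± 40.6 CPM in control and 131 ± 3.02 CPM in senescent cells. The control cells held 17 of the markers at 20 CPM or more, and the paper names *Col2a1*, *Col9a1*, *Col11a1* and *Sox9* for other results. A smaller share of chondrocyte-like cells, as the only change, would lower all markers by one factor. Over the 17 abundant markers the log2 fold changes spanned 4.65, from -5.40 for *Lect1* to -0.75 for *Col10a1*, with standard errors of at most 0.25. Because fibroblasts may make some of these markers, this range leaves a loss of such cells and lower expression in the same cells unresolved, and they cannot be told apart in these libraries.

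Markers of other cell types were at lower levels than those of chondrocytes. In sum they were at 9.95 ± 0.190 CPM in control and 23.4 ± 1.56 CPM in senescent cells for macrophages, 41.2 ± 0.815 and 119.8 ± 3.72 CPM for keratinocytes, 86.5 ± 2.40 and 26.6 ± 0.594 CPM for endothelium, 22.1 ± 2.37 and 27.4 ± 6.93 CPM for skeletal muscle, and 86.2 ± 3.49 and 71.6 ± 3.04 CPM for Schwann cells and melanocytes (SD, n = 3 per group). Adjusted over the list alone, 9 of 10 tested macrophage, 6 of 11 keratinocyte, 9 of 9 endothelial, 4 of 7 skeletal muscle and 7 of 10 Schwann cell and melanocyte markers differed between the groups. At an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9 macrophage markers were higher in senescent cells, 5 keratinocyte markers were higher and 1 lower, 7 endothelial markers were higher and 2 lower, 3 skeletal muscle markers were higher and 1 lower, and 3 Schwann cell and melanocyte markers were higher and 4 lower. Among the most abundant were *Perp* in the keratinocyte list, at 14.6 ± 0.465 and 71.2 ± 7.50 CPM, and *Erg* in the endothelial list, at 80.4 ± 1.99 and 7.47 ± 0.165 CPM, which the paper also lists in Fig. 4I. The lower sum of the endothelial list comes from *Erg*, while *Flt1* and *Kdr* rose, with log2 fold changes of 4.97 and 3.81, and the median of the list was 2.25. No explanation was tested for these lists.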
